# Endoplasmic Reticulum Stress in Heat- and Shake-Induced Injury in the Rat Small Intestine

**DOI:** 10.1371/journal.pone.0143922

**Published:** 2015-12-04

**Authors:** Peng Yin, Jianqin Xu, Shasha He, Fenghua Liu, Jie Yin, Changrong Wan, Chen mei, Yulong Yin, Xiaolong Xu, Zhaofei Xia

## Abstract

We investigated the mechanisms underlying damage to rat small intestine in heat- and shake-induced stress. Eighteen Sprague-Dawley rats were randomly divided into a control group and a 3-day stressed group treated 2 h daily for 3 days on a rotary platform at 35°C and 60 r/min. Hematoxylin and eosin-stained paraffin sections of the jejunum following stress revealed shedding of the villus tip epithelial cells and lamina propria exposure. Apoptosis increased at the villus tip and extended to the basement membrane. Photomicrographs revealed that the microvilli were shorter and sparser; the nuclear envelope invaginated and gaps in the karyolemma increased; and the endoplasmic reticulum (ER) swelled significantly. Gene microarray analysis assessed 93 differentially expressed genes associated with apoptosis, ER stress, and autophagy. Relevant genes were compiled from the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. Forty-one genes were involved in the regulation of apoptosis, fifteen were related to autophagy, and eleven responded to ER stress. According to KEGG, the apoptosis pathways, mitogen-activated protein kinase(MAPK) signaling pathway, the mammalian target of rapamycin (mTOR) signaling pathway, and regulation of autophagy were involved. Caspase3 (Casp3), caspase12 (Casp12), and microtubule-associate proteins 1 light chain 3(LC3) increased significantly at the villus tip while mTOR decreased; phosphorylated-AKT (P-AKT) decreased. ER stress was involved and induced autophagy and apoptosis in rat intestinal damage following heat and shake stress. Bioinformatic analysis will help determine the underlying mechanisms in stress-induced damage in the small intestine.

## Introduction

Severe physical stress can cause gastrointestinal (GI) dysfunction and pathology, including stress ulcers, multiple organ dysfunction, and increased intestinal permeability [1]. High temperature and shaking, as two important stimuli, have significant effects on humans and animals, especially in summer. Studies have reported that peripheral blood flow increases to dissipate internal body heat, resulting in a significant reduction in blood flow to the small intestine during heat stress [2]. This results in intestinal mucosal barrier dysfunction and induced ischemia at the villus tip [3–5]. Ischemia of the small intestine has been found to promote formation of reactive oxygen species [6] and high levels of free radicals lead to oxygen radical damage at the intestinal mucosa [7]. Heat stress-related oxidative stress causes apoptosis in the rat small intestine [8], also seen with simultaneous heat and shaking in rats [9–11].

The process of protein folding is particularly sensitive to stress, either endogenous or exogenous. The accumulation of unfolded proteins in the ER causes ER stress and induces the unfolded protein response (UPR), which alleviates stress by up-regulating protein folding and degradation pathways in the ER inhibiting protein synthesis [12–14]. Ischemia of the intestinal villus leads to oxidative stress and insufficient exogenous blood supply, resulting in limited nutrient delivery, and could induce further ER stress. Activation of the UPR on exposure to oxidative stress is an adaptive mechanism to preserve cell function and survival. Calcium and free radicals are essential mediators linking ER stress to metabolic processes [15] and caspase 12 (Casp12) is thought to be a key mediator of ER stress-induced apoptosis [16, 17]. Also, ER stress inhibits serine/threonine protein kinase (AKT) phosphorylation through the up-regulation of telomere repeat binding factor 3 (TRB3), and induces apoptosis through a mechanism requiring phosphatidylinositol 3-kinase (PI3K)/AKT pathway [18].

ER stress stimulates the assembly of pre-autophagosomal structures [19]. The autophagy system is activated as a cell survival signaling pathway in response to ER stress [20]; however, if these mechanisms do not remedy the stress situation, persistent oxidative stress and protein misfolding initiate apoptotic cascades, presumably to eliminate unhealthy cells [13, 21, 22]. Autophagy and apoptosis are two distinct processes that play seemingly opposite biological roles in response to stress [23]. If protein aggregation is persistent and the stress cannot be resolved, signaling switches from pro-survival to pro-apoptotic [21]. In this case, UPR and ER stress may play critical roles in determining cell survival or cell death, which could reveal the underlying injury mechanisms induced by heat and shake stress.

Autophagy is a type of stress response [19, 24]. It provides the necessary amino acids [25, 26], eliminates a specific species of misfolded procollagen, and plays a protective role in cell survival in ER stress [27]. An accumulation of autophagosomes could reflect induction of autophagy [28]. mTOR adaptors were required in leucine-mediated autophagy inhibition [29] and ER stress negatively regulates the AKT/ tuberous sclerosis (TSC)/mTOR pathway to enhance autophagy [30]. If we hope to use autophagy to relieve intestinal damage caused by stress, it will be crucial to understand the details of its regulatory processes.

We questioned how autophagy and apoptosis genes functionally interact in ER stress, and how they are regulated to achieve synergy and flexibility in response to the damage induced by diverse stresses in rat small intestine; however, these questions are quite complicated, and have not been well elucidated. Gene expression profile analysis could provide more information on the relevant mechanisms. We describe our findings from a systems biology approach to reveal potential mechanisms in heat- and shake stress-induced rat small intestine injury, especially on the third day after stress. (Our previous work showed that the rat intestine suffered most on the third day after heat and shake stress.) We also report the findings of a morphological study as part of this research.

## Materials and Methods

### Animals and Groups

Eighteen male Sprague-Dawley rats weighing 200 ± 20 g (Beijing Vital River Laboratory, Animal Technology Co., Beijing, P. R. China) were housed at 25°C and 60% relative humidity for 1 week under a 12-h light/dark (19:00–07:00 h) cycle. On the eighth day, the rats were randomly divided into the following three groups: control (C), 1-day stress (S1d), and 3day stress (S3d) groups. Our previous study concluded that the day 2 stress group findings were not significantly different from the day 3 stress group results. Six rats in each group were housed in plastic cages (400 mm × 300 mm × 180 mm) with a layer of aspen shavings and provided free access to food and water. Additional data from rats subjected to the treatment protocol described below have been previously published [9].

Animals from the source colony were tested and found to be free of a list of pathogens and adventitious agents on arrival; details may be found at [http://www.vitalriver.com.cn/en/index_en.html]. All procedures performed on the animals were approved by the Animal Care and Use Committee of China Agricultural University (CAU) (permit number: 20121209–1). We followed the guidelines of the CAU Animal Care and Use Committee in handling the experimental animals during this study. The abbreviations of groups were listed in Table 1.

**Table 1:** List of abbreviations.

Name	Description	Name	Description
S1d	1-day stress group	S3d	3 day stress group
C	Control group	ER	Endoplasmic reticulum
GI	Gastrointestinal	GO	Gene ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes	TEM	Transmission electron microscopy
TUNEL	Terminal deoxynucleotidyl transferase dutp nick end labeling	UPR	Unfolded protein response
Gene Description			
AKT	Serine/threonine protein kinase	P-AKT	Phosphorylated-AKT
Atg4b	Autophagy related 4b	Atg5	Autophagy related 5
Atg7	Autophagy related 7	Atg10	Autophagy related 10
Arsa	Arylsulfatase A	Atf4	Activating transcription factor 4
Atf6	Activating transcription factor 6	Bcl2l	Bcl2-like 1
Casp3	Caspase3	Casp8	Caspase8
Casp9	Caspase9	Casp12	Caspase12
Col4a3bp	Collagen type IV alpha 3 binding protein	Ctsd	Cathepsin D
Dap	Death-associated protein	Ddit3	DNA-damage-inducible transcript 3
Eif2s	Eukaryotic translation initiation factor-2s	Fas	Fas cell surface death receptor
Herpud1	Homocysteine-inducible endoplasmic reticulum stress-inducible ubiquitin-like domain member 1	Lamp1	Lysosomal-associated membrane protein 1
Lcn2	Lipocalin 2	LC3	Microtubule-associate proteins 1 light chain 3
Map1lc3b	Microtubule-associated protein 1 light chain 3 beta	MAPK	Mitogen-activated protein kinase
Mmp9	Matrix metallopeptidase 9	mTOR	The mammalian target of rapamycin
Os9	Osteosarcoma amplified 9	PI3K	Phosphatidylinositol 3-kinase
Scamp5	Secretory carrier membrane protein 5	Slc2a4	Solute carrier family 2 member 4
Tm9sf1	Transmembrane 9 superfamily member 1	TRB3	Telomere repeat binding factor 3
TSC	Tuberous sclerosis	Wipi1	WD repeat domain phosphoinositide interacting 1
Zbtb16	Zinc finger and BTB domain containing 1		

### Treatment and Sampling

The conditions of the treatment were as follows: 35°C with a vibration of 0.1 × g (relative centrifugal force) from 09:00–11:00 daily for 1 or 3 days, Sd1 and Sd3 groups, respectively. Rats’ rectal temperature and body weight were recorded daily before and after stress. On the first and third days, rats from each group were anesthetized by ether inhalational anesthesia (diethylether, PR China), exsanguinated immediately after anesthesia, and then sacrificed. Sections of the jejunum were rapidly excised and preserved as follows: (1) 1-cm sections were fixed for 48 h in 10% buffered formalin phosphate for later embedding in paraffin; (2) 1 mm^3^ samples were fixed for 48 h in 4% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4) for electron microscopy; and (3) 3-cm sections were washed using physiological saline (0.9%), then minced and separated into four sample tubes, frozen in liquid nitrogen, and stored at −80°C for DNA microarray and molecular biology experiments. Because the jejunum was the most severely injured in the S3d group, DNA microarray analysis was performed on tissues from this group. Rats’ rectal temperature, body weight, and HSPs were also determined.

### Morphological Analysis

Formalin-fixed samples were embedded in paraffin and transversely sectioned (5 μm thickness) then stained with hematoxylin and eosin (Sigma, St. Louis, MO, USA) after deparaffinization and dehydration [31]. The jejunal microstructures were examined using a BH2 Olympus microscope (DP71, Olympus, Tokyo, Japan) and analyzed using the Olympus Image Analysis System (version 6.0, Olympus). Additional paraffin sections were prepared for terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) fluorescein assay, (Roche, version 16.0, Philadelphia, PA, USA) and observed under fluorescence microscopy using an excitation wavelength of 450–500 nm and detection from 515–65 nm (green) (DP71, Olympus). Samples fixed using glutaraldehyde were washed in the same buffer and fixed for 1 h in cold 1% osmium tetroxide in cacodylate buffer. After graded ethanol solution dehydration, samples were embedded in araldite (EPON812, Emicron, Shanghai, PR China) and ultra-thin sections were made and stained with saturated uranyl acetate in 50% ethanol and lead citrate, then examined using transmission electron microscopy (TEM, 1230, JEOL, Tokyo, Japan).

### Immunohistochemistry

Intestinal sections were incubated for 15 min in 3% hydrogen peroxide/methanol to stop endogenous peroxidase activity, and then rinsed for 20 min with phosphate- buffered saline solution (PBS). The sections were then incubated in 5% goat serum in PBS for 30 min (#KGSP04 Histostain-plus kit, KeyGen Biotech, Nanjing, China). The antibodies included Casp3, 1:800, Casp12, 1:100, and mTOR (1:100), (#9664, #2202, #2983, respectively, Cell Signaling Technology, Danvers, MA, USA), and LC3 (L8918, Sigma, 1:200). Antibodies were pre-diluted, stored in PBS containing bovine serum albumin and 0.05% sodium azide, then applied to sections and incubated for 2 h at 37°C in a moist chamber, and subsequently treated with a secondary antibody for 30 min. Immune complexes were detected using streptavidin-peroxidase (#KGSP04 Histostainplus kit, KeyGen Biotech) for 30 min at room temperature. After three washes in PBS, immunoreactivity was determined using 0.1% 3,3-diaminobenzidine and 0.02% hydrogen peroxide for 5 min DAB substrate kit, Vector Laboratories, Burlingame, CA, USA). Finally, sections were counterstained with hematoxylin after rinsing in distilled water.

### Western Blot Analysis

Protein was extracted from rat small intestine using a total protein extraction kit (#K3011010, Biochain, Hayward, CA, USA), and the concentration determined using a bicinchoninic acid protein assay (#23225, Pierce, Rockford, IL, USA). A 30-μg sample of total protein was electrophoresed for 120 min at 100 V, before being transferred onto nitrocellulose membranes (#88585, Pierce). Membranes were blocked overnight at 48°C in SuperBlock T20 blocking buffer (#37536, Pierce). AKT, p-AKT, and GAPDH (#4685, #4060, #5174, respectively, CST, MA, USA), and LC3 (L8918, Sigma) antibodies were added to the blocking buffer (diluted according to the instruction manual) and incubated for 2 h under agitation. Blots were washed in PBS/tween-20 (T20) for 5 min with shaking. Blots were incubated with the secondary antibody (926–32211, IRDye 800CW goat anti-rabbit IgG (H+L). Proteins were detected using the Odyssey Infrared Imaging System (Li-Cor Biosciences, Lincoln, NE, USA). Quantification of digitized images of western blot bands from three biological replicates was performed using ImageJ software (National Institutes of Health, New York, NY, USA).

### Total RNA Isolation and Reverse Transcription

Total RNA was isolated from the jejunum using a phenol and guanidine isothiocyanate-based TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The concentration and purity were assessed by a spectrophotometer (SmartSpec plus, Bio-Rad Laboratories, Inc., Hercules, CA, USA) based on the OD260/OD280 ratio [32].

Total RNA was reverse transcribed as follows: 2.0 μg RNA isolated from each tissue sample was added to 25 μL reaction solution containing 2.0 μL oligo-dT18, 5.0 μL deoxyribonucleoside triphosphates (dNTPs), 1.0 μL RNase inhibitor, 1.0 μL Moloney murine leukemia virus (M-MLV) transcriptase, 5.0 μL M-MLV reverse transcriptase reaction buffer (Promega, Madison, WI, USA) and RNase-free water. The reverse-transcription procedure was performed according to the manufacturer’s instructions (Promega) as follows: 70°C for 5 min and 42°C for 1 h. The reverse transcriptase products (cDNA) were stored at −20°C.

### Gene mRNA Expression Analysis by Real-Time PCR

The gene expression levels were determined by real-time PCR (RT-PCR) analysis. Quantitative PCR analysis was carried out using the DNA Engine Mx3000P® (Stratagene, La Jolla, California, USA) fluorescence detection system against a double-stranded DNA-specific fluorescent dye (Stratagene, La Jolla, CA, USA) according to optimized PCR protocols. β-actin was amplified in parallel with the target genes and used as a normalization control [33, 34]. The protocol was as follows: 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 60°C for 20 s, and 72°C for 60 s. For the dissociation curve, we incubated the amplified products at 95°C for 1 min and lowered the temperature to 55°C at a rate of 0.2°C/s while continuously measuring the fluorescence levels. Expression levels were determined using the relative threshold cycle (CT) method as described by the manufacturer (Stratagene). Each gene was calculated by evaluating the expression of 2^−ΔΔCT^, where ΔΔCT is the result of the following: [CTgene − CTβ-actin] (stress) − [CTgene − CTβ-actin] (control). The cDNA of each sample was subjected to RT-PCR using the primer pairs listed in Table 2. The PCR reaction (20 μL) contained 10 μL of SYBR Green PCR mix (Invitrogen), 0.3 μL of reference dye, 1 μL of each primer (both 10 μmol/L), and 1 μL of cDNA template.

**Table 2:** Real-time PCR primer sequences.

Gene	Primer sequence 5’-3’	Product size (bp)	Genbank number
β-Actin	Forward: TTGTCCCTGTATGCCTCTGG	218	NM_031144
	Reverse: ATGTCACGCACGATTTCCC		
Caspase-12	Forward CACTGCTGATACAGATGAGG	119	NM_130422
	Reverse CCACTCTTGCCTACCTTCC		
Caspase-8	Forward TGTGCATACATACACTCAAGACACA	250	NM_022277
	Reverse GCAACCTCAATGTAATACTGAAACC		
Caspase-9	Forward GAGGGAAGCCCAAGCTGTTC	69	NM_031632
	Reverse GCCACCTCAAAGCCATGGT		
ATF-4	Forward CCGAGATGAGCTTCCTGA	217	NM_024403
	Reverse CTCCTTGCCGGTGTCTGA		
Lcn2	Forward GATGTTGTTATCCTTGAGGCCC	162	NM_130741
	Reverse CACTGACTACGACCAGTTTGCC		
Dap	Forward TTCATTCGGGCAAACCTTTAGT	87	NM_022526
	Reverse TGGAACCAAATCTAGGAAGGGA		
Zbtb16	Forward AGGCCTCAAAGTTTCTCCACTG	286	NM_001013181
	Reverse TACCTGTCCCAGGCCAGTATTT		
ATF6	Forward GAATGGCTGCTTAATTTGCTCC	218	NM_001107196
	Reverse AAGTCCATCTTCGGTGATGAGG		
Herpud1	Forward ATACTTGGCTGCCACTGCT	237	NM_053523
	Reverse GTCTCGGTTTATCTCATCATCTT		
mTOR	Forward GTCACAATGCAGCCAACAA	591	NM_019906
	Reverse AACAAACTCGTGCCCATTGC		

### DNA Microarray and Data Analysis

#### RNA Extraction, Target Labeling, Hybridization, Scanning, data processing and value definition

All data and protocols were assigned GEO accession numbers as appended below: (GSE61498, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61498) All steps from RNA amplification to the final scanner output were conducted by a private contractor (Biochip, Shanghai, China). The main gene symbols and gene descriptions were listed in Table 1.

#### Microarray Data Analysis

Bioinformatic analyses including molecular function, biological processes, cellular components, and KEGG pathway were conducted using MAS 3.0 molecule annotation system, DAVID Bioinformatics Resources 6.7, Amigo, GeneInfoViz Constructing and Visualizing Gene Relation Networks, and SBC analysis system [9, 35]

### Statistical Analysis

All results are presented as the mean ± SD. Statistical analysis was performed by one-way analysis of variance (ANOVA) and post hoc tests using SPSS version 17.0 (SPSS, Inc., an IBM Company, Chicago, IL, USA). A P-value of < 0.05 was considered significant.

## Results

### Assessment of the Stress Model

The small intestine tissue (jejunum) obtained from rats on the first and third day of treatment was used for the molecular experiments. The rectal temperatures of rats were significantly increased after the stress. The body weights were decreased notably compared with the control group. Moreover, the mRNA expression levels of Hsp27 and Hsp70 were significantly increased compared with the control, (P < 0.01; Fig 1A)

**Fig 1:**
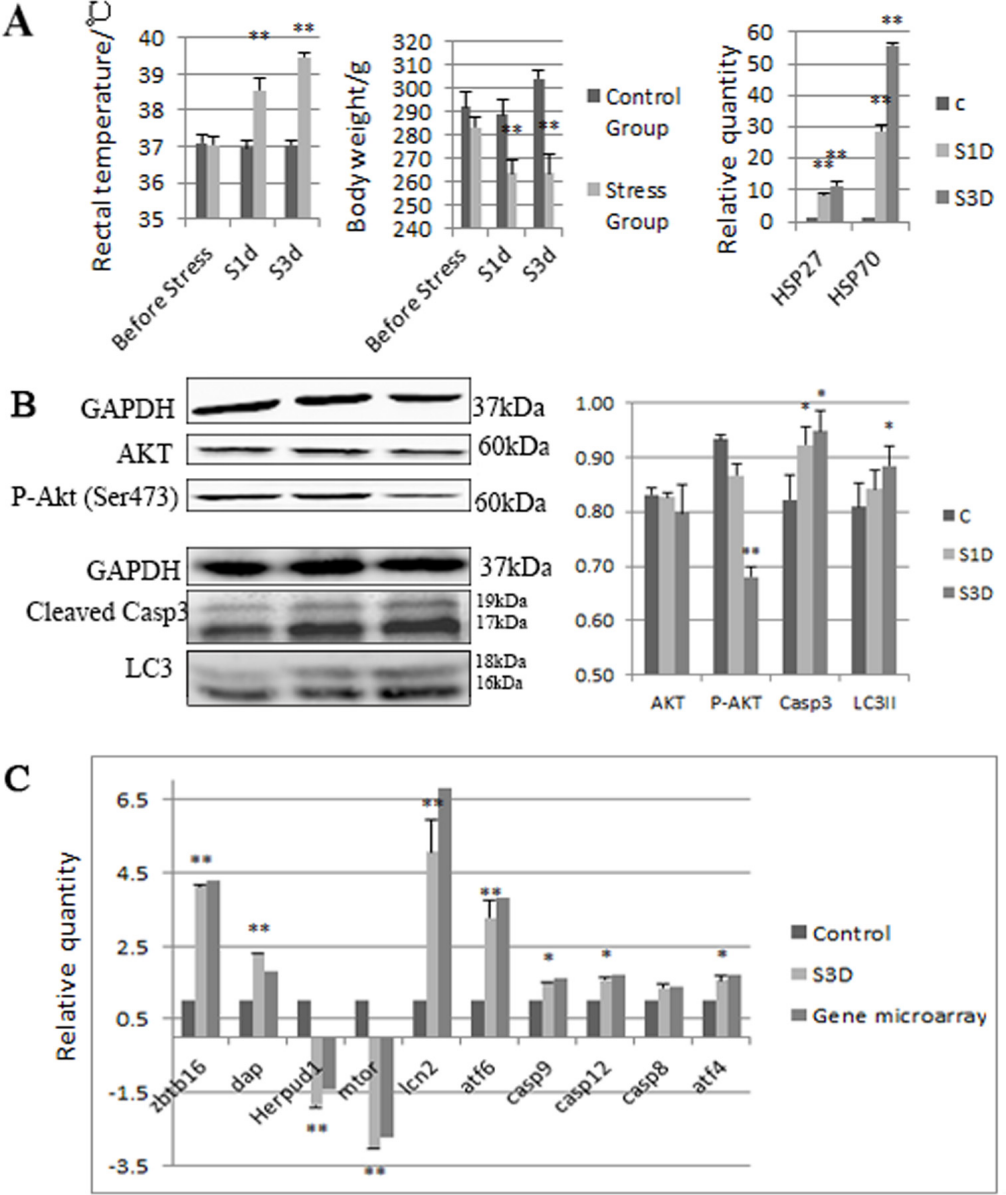
Heat- and shake-induced stress response in rats. (A) Heat- and shake-induced stress response in rats. (A) Stress induced temperature and weight changes (n = 6), and the level of HSP27 and 70 (n = 3) detected by RT-PCR in rats. Values represent the mean ± SD rats for each group. (B) Quantification of western blot determination of P-AKT, AKT, cleaved Casp3 and LC3; (C) mRNA expression levels of Casp12, Casp8, Casp9, Atf4, Atf6, Lcn2, Dap, Zbtb16, Herpud1, and mTOR in the rat jejunum were quantified by real-time PCR. Sections of small intestine were collected from control, 1-day, or 3-day stressed rats. P-AKT and AKT were significantly decreased after 1-day or 3-day stress. Casp12, Casp8, Casp9, Atf4, Atf6, Lcn2, Dap, Zbtb16, and Atf6 levels were significantly increased, while Herpud1 and mTOR levels were decreased. Values are expressed as a percentage of control. Data are mean ± SE, n = 3 rats for each group. *P < 0.05, **P < 0.01 compared with control; t-test.

### Pathological and Histological Changes in the Small Intestine after Stress in Rats

Heat- and Shake- stress led to a series of clinical symptoms including fatigue and diarrhea. The rats’ hair was wet and unkempt because rats don’t sweat. They coated themselves in saliva in response to heat stress and attempt to cool themselves down. Necropsy showed that the serosa was hyperemic with intestinal vascular engorgement after simulated stress. To study the morphological changes, paraffin sections of jejunum were stained with hematoxylin and eosin. The epithelial cells at the villus tip were shedding and the lamina propria was exposed in the two stress groups, most severely in the S3d group, which suffered more stress than in the other groups (Fig 2A). To further study the ultrastructural changes, the jejunum of the S3d group was examined using transmission electron microscopy (Fig 2B). TUNEL staining showed increased positive substances, which indicated that apoptosis increased at the top of the jejunal villi and transferred to the basement membrane in the stress groups (Fig 2C). The results of the immunohistochemistry tests also showed the structure damage at the top of jejunal villi. Besides, Casp3, Casp12, LC3 and mTOR were changed at the villus tips (Fig 3). Photomicrographs revealed that the microvilli of the intestinal epithelium were atrophying and became shorter and sparser after the stress. The nuclei of the columnar epithelial cells in the stress groups were morphologically abnormal. The nuclear envelope invaginated in a serrated shape, and gaps in the karyolemma increased, revealing early symptoms of apoptosis and necrosis. The ER swelled significantly, indicating ER stress in the cells. These results indicated that the stress caused severe jejunal damage.

**Fig 2:**
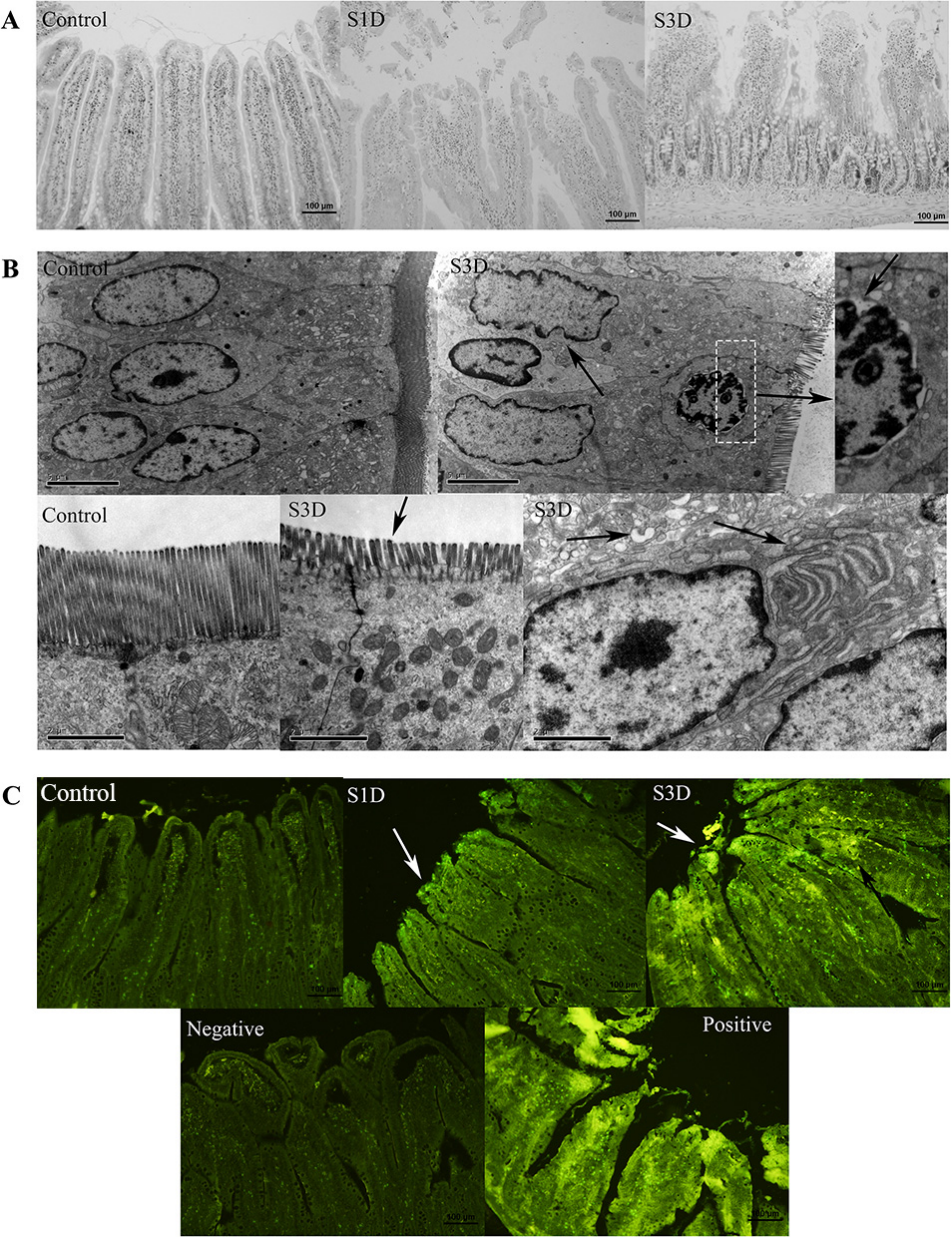
Histological changes in the small intestine following transport-associated stress. (A) Photomicrographs of H&E-stained sections of rat jejunum from the control, 1-day, and 3-day stress groups. (B) Morphological alterations in the ultrastructure of rat jejunal epithelium following treatment in the 3-day stress group. (C) Fluorescent microscopic images of TUNEL-stained sections of rat jejunum from the control, 1-day, and 3-day stress groups. The negative control was incubated without the TUNEL reaction mixture. The positive control was incubated with micrococcal nuclease to induce DNA breaks prior to the labeling procedures.

**Fig 3:**
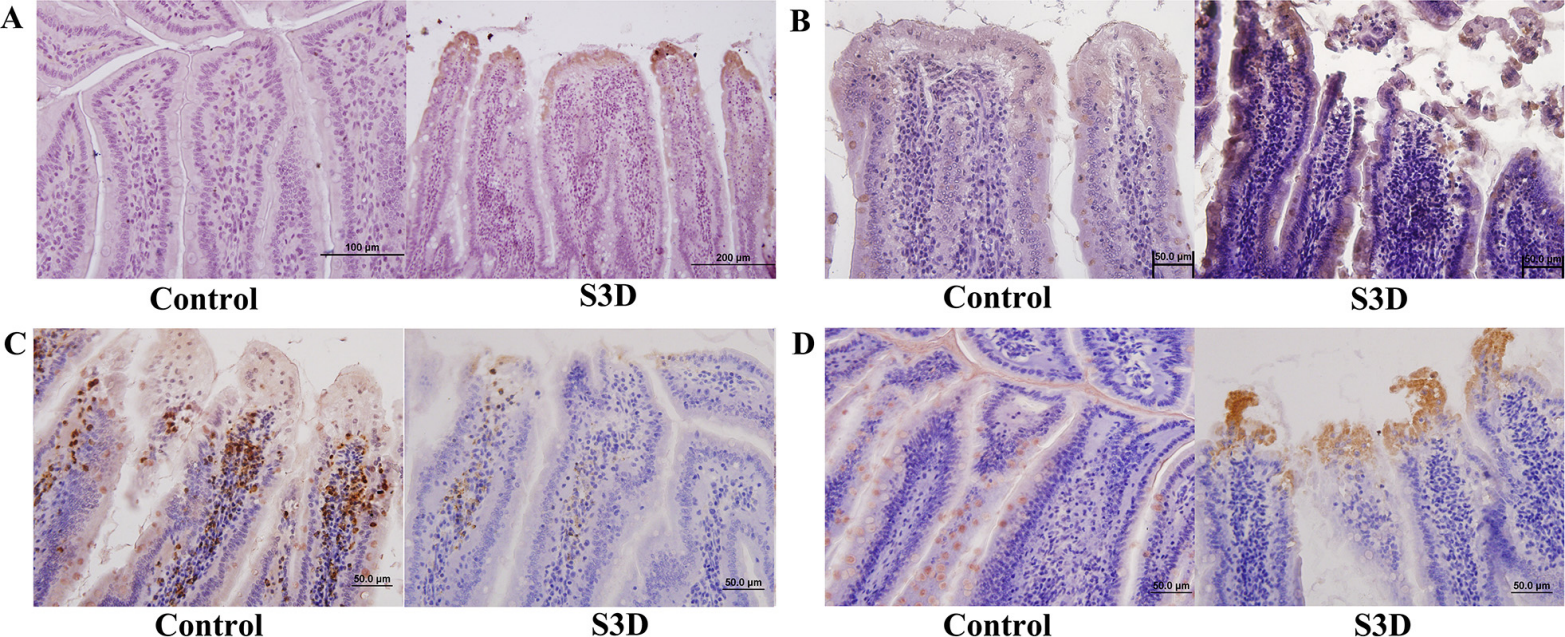
ER stress and autophagy activity in rat intestine. (A): LC3, (B): Casp3, (C): mTOR and (D): Casp12 expression in the small intestine (jejunal villus) of rats subjected to 3 days of stress treatment or control conditions. LC3, Casp3, and Casp12 levels increased while mTOR levels decreased (brown stain; sections counterstained with hematoxylin, light purple) in response to heat treatment above control levels.

### mRNA Expression Profiling and Bioinformatics Analysis of Differentially Expressed Genes Related to Apoptosis and Autophagy

Gene expression profiling of the rats’ jejunum was performed by DNA microarrays using samples from the Sd3 group and controls. 

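Jejunal RNA of the S3d group, kept at 35°C and shaken at 0.1 g for 2 h per day on 3 days, was compared with that of the control group, kept at 25°C without shaking, on 3 arrays per group. The sample labels describe each sample as RNA pooled from 3 rats and give 10 rats per group, whereas the paper gives 6 rats per group. The arrays were 1-colour Agilent rat arrays, on which each spot carries many copies of 1 short DNA probe that captures the labelled RNA of a gene or transcript. The authors deposited the scanner output of each array from Agilent Feature Extraction. Its processed signal, the spot intensity after background subtraction, is not normalized between arrays.
The 75th percentile of the processed signal was 414.8, 427.3 and 430.0 on the arrays labelled control 1, 2 and 3, and 1457.7, 1557.3 and 1558.3 on the arrays labelled S3d 1, 2 and 3. Between 69.1% and 73.7% of the spots were well above background on the arrays labelled control (median 72.9%, n = 3) and between 77.5% and 81.5% on the arrays labelled S3d (median 79.0%, n = 3). No spot was saturated. The precision is limited by the number of arrays. All 3 arrays of a group lay on 1 slide, and the 2 slides were scanned 450 days apart, so that slide and scan cannot be told apart from the group.
The values given here are the log2 processed signal minus the 75th percentile of the same array. Control spots and spots with an outlier flag were left out, and repeated spots of a probe were averaged. Probes well above background on all 3 arrays of at least 1 group were tested with limma, with Benjamini-Hochberg adjustment over all probes tested. A probe was counted as changed at an adjusted p under 0.05 and a fold change of at least 1.5. A single gene was called at an adjusted p under 0.05, on its probe with the highest signal. Both the scaling and an alternative with normexp background correction changed the number of changed probes. The text of the paper gives a general analysis of variance but names no array normalization.

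**Figure D1:**
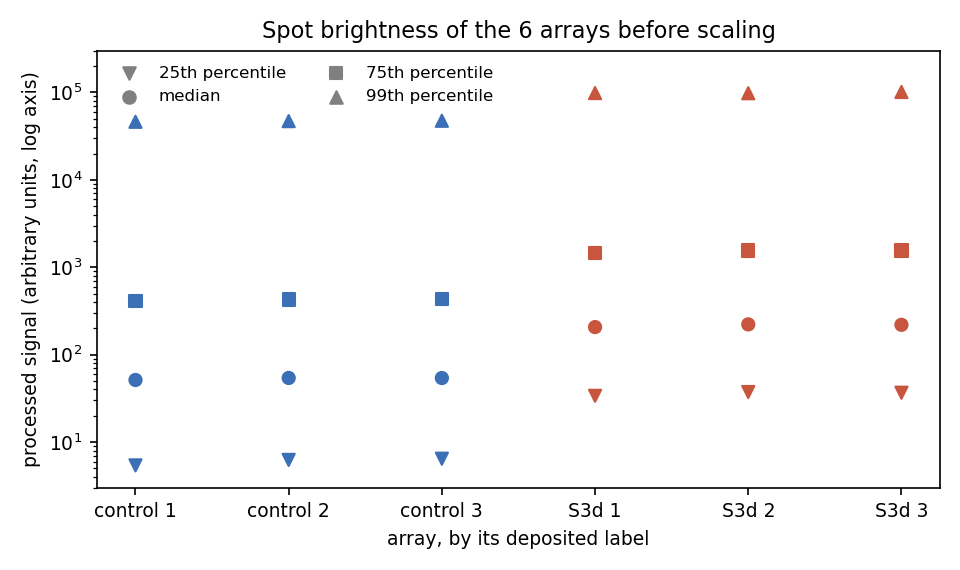
Percentiles of the processed signal of all spots other than control spots (arbitrary units, log axis) on each of the 6 arrays, before scaling between arrays. At every percentile drawn, the arrays labelled S3d (red) lie above the arrays labelled control (blue), with medians of 207.0 to 222.3 against 51.4 to 54.2.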

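The authors also deposited 1 table of normalized log2 values with a column per sample and 41105 rows. All 6 columns hold nearly the same sorted values, with a median of 6.65 and a range from 1.26 to 19.28, which is what quantile normalization on a log2 scale gives. The program that made them is not stated in the text of the paper. When each column was set against the 6 scanner files, all 6 columns followed the file of the other group with the same replicate number (Spearman's rho 0.99999). Against the file of their own sample, the rho was between 0.941 and 0.948. The scanner files and the normalized table therefore carry opposite group labels for the same arrays. The samples were not reassigned. Values are given by the labels of the scanner files, as the arrays labelled S3d minus the arrays labelled control, and the normalized table gives the opposite sign for 77 of the 84 genes compared by name.

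**Figure D2:**
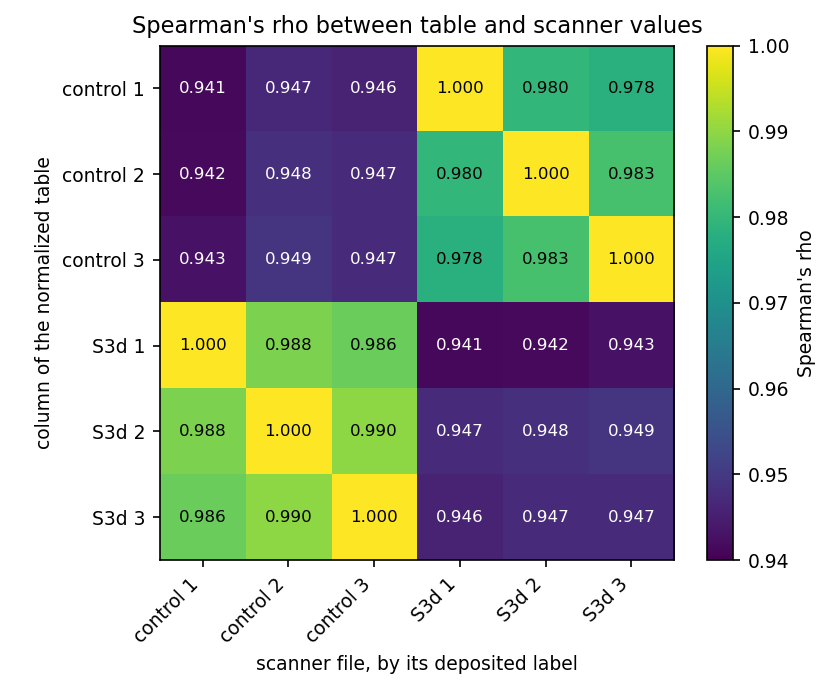
Spearman's rho over 41105 probes between each column of the deposited normalized table (rows) and the processed signal in each scanner file (columns), both named by their deposited labels. The highest rho of each row lies at the same replicate number of the other group.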

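Each array held 45018 spots, of which 43379 were not control spots. They carried 41012 different probes, of which 263 were spotted more than once, up to 10 times. Of these probes, 20904 had a RefSeq accession, and 17512 took a gene symbol from the RefSeq table of the rat assembly GRCr8, which was used for names only. Another 13 were named through Table 3, and 23487 had no symbol. The named probes covered 13846 gene symbols.
Of the 41012 probes, 31367 were tested and 16452 were changed, 9156 of them higher and 7296 lower on the arrays labelled S3d (55.7% higher). At an unadjusted p under 0.01 and a fold change of at least 1.5, 15650 probes passed. The values of the 2 groups did not overlap for 24568 probes, or 78.3% of those tested, where chance gives 10%. The median log2 fold change of all tested probes was 0.08. The processing moved these numbers widely. With normexp background correction 1752 probes were changed (31% higher), and the median of all tested probes was -0.69. That setting also took the median signal of each spot and added an offset of 50, so it does not test the background correction alone. Without scaling between arrays 28900 were changed (98.8% higher), with a median of 1.93. With each array centred on its median 16582 were changed (44.7% higher), with a median of -0.09.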

More than 41 000 rat genes and transcripts were investigated. Because apoptosis and autophagy induced by ER stress may be the potential mechanism of jejunal injury in the stress, 93 apoptosis or autophagy-related differentially expressed genes were selected (Table 3) and 67 genes such as Os9, Casp12, Atf4, Col4a3bp, Ddit3, Atg10, and Scamp5 in ER unfolded protein response (GO:0030968) were up-regulated, suggesting that ER stress was activated. 

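Of the 93 genes in Table 3, 91 were matched to a probe of the array by accession or symbol, and Naip5 and RGD1306565 were not matched. On the arrays labelled S3d, 27 of the 91 genes were higher and 64 lower, and 64 were higher and 27 lower in the deposited normalized table. At an adjusted p under 0.05, 78 genes differed between the groups, 21 of them higher and 57 lower by the scanner labels. Adjusted over the list alone, 79 differed, although this is not independent evidence, since the paper chose the list on these samples. Only 8 genes differed with normexp background correction.
Among the genes of the unfolded protein response, the cell's reaction to misfolded protein in the ER, Os9 was at -0.49 ± 0.09 (log2 signal relative to the 75th percentile, mean ± SD, n = 3) on the arrays labelled control and at -1.87 ± 0.05 (n = 3) on those labelled S3d. Its log2 fold change was -1.38 (standard error 0.073, adjusted p = 2.5e-05, limma). The log2 fold changes of Atf4 (-1.26, adjusted p = 3.7e-05), Casp12 (-0.78, adjusted p = 0.00042) and Ddit3 (-0.68, adjusted p = 0.00023) exceeded the spread between replicates in the same direction. Atg10 changed by -0.55 on its brightest probe (adjusted p = 0.00085), but by -0.22 and without a call when its probes were averaged. These 5 genes were higher in S3d by the labels of the normalized table, and also without scaling between arrays, where all of them still lay below the median of all tested probes. Col4a3bp went the other way, with a log2 fold change of 0.61 (adjusted p = 0.0006), while its second probe gave -0.62 (adjusted p = 0.001), the mean of its probes -0.01 and normexp background correction -0.18. Scamp5 did not differ between the groups (log2 fold change 0.03, adjusted p = 0.63), and its sign changed under quantile normalization (-0.11) and median centring (-0.14). Only Os9 of these 7 genes was called with normexp background correction. From the up-regulation of these genes, the paper proposes that ER stress was activated.

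**Figure D3:**
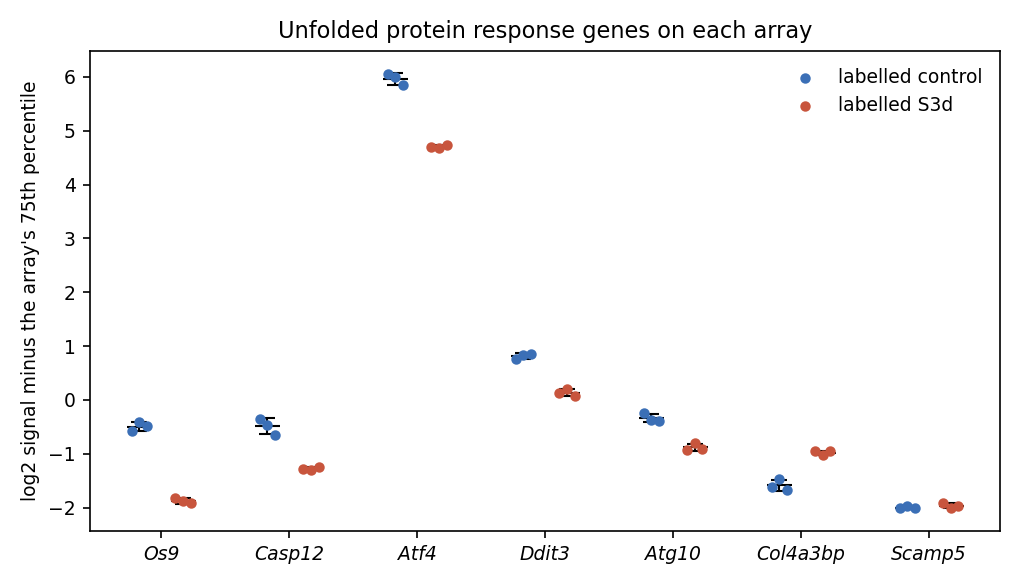
Log2 signal of 7 genes relative to the 75th percentile of each array, on the 3 arrays labelled control (blue) and the 3 labelled S3d (red), with black lines for the mean ± SD. Os9, Casp12, Atf4, Ddit3 and Atg10 lie lower on the arrays labelled S3d, Col4a3bp lies higher, and Scamp5 overlaps, with the direction of the first 5 reversed by the labels of the normalized table and without scaling, and those of Col4a3bp and Scamp5 dependent on the processing.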

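The autophagy genes of Table 3 were read in the same way, as the arrays labelled S3d minus the arrays labelled control. Lamp1, a membrane protein of the lysosome, was at 3.91 ± 0.01 (SD, n = 3) on the arrays labelled control and 3.06 ± 0.04 (n = 3) on those labelled S3d, a log2 fold change of -0.85 (standard error 0.058, adjusted p = 5.5e-05, limma). The log2 fold changes of Atg4b (-0.99), Ctsd (-0.79), Arsa (-0.77), Atg7 (-0.74), Map1lc3b (-0.70) and Wipi1 (-0.64) were also called, with adjusted p between 0.00011 for Arsa and 0.0074 for Wipi1. Atg5 changed by -0.27 (adjusted p = 0.033) and lost its call without control replicate 2, control replicate 3, S3d replicate 1, S3d replicate 2 or S3d replicate 3, where it was -0.22, -0.24, -0.23, -0.29 and -0.28. Tm9sf1 (-0.08, adjusted p = 0.29) and Irgm (-0.04, adjusted p = 0.68) were indistinguishable between the groups. Tm9sf1 was called under median centring (-0.25) and, with the other sign, when its probes were averaged (0.47). Irgm was at 0.01 without control replicate 3 and was not called. In the deposited normalized table all of these genes had the opposite sign, between 0.02 for Irgm and 1.00 for Atg4b. They were also above 0 without scaling between arrays. None of them was called with normexp background correction, and the signs of Tm9sf1 and Irgm turned.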

At the same time, Atg4b, Wipi1, Arsa, Atg7, Atg10, Lamp1, Map1lc3b, Ctsd, Atg5, Tm9sf1, and Irgm in autophagy (GO:0006914) increased, also suggesting that autophagy was activated. Thirty-one genes including Bcl2ls, Eif2s, mTOR (P<0.01 and fold-change ≥ 1.5) were down-regulated, potentially indicating that a related signaling pathway may be involved in the stress response.

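Mtor, whose probe carries the transcript NM_019906, was at -2.13 ± 0.03 (SD, n = 3) on the arrays labelled control and -0.89 ± 0.10 (n = 3) on those labelled S3d, a log2 fold change of 1.24 (standard error 0.073, adjusted p = 3.3e-05, limma). The deposited normalized table gave -1.17. Leaving out each array in turn kept it between 1.21 and 1.3.
The 5 Bcl2-like genes did not move together. Bcl2l14 (1.3, adjusted p = 0.00026), Bcl2l10 (1.19, adjusted p = 0.00013) and Bcl2l2 (0.79, adjusted p = 0.00011) had positive log2 fold changes by the scanner labels. Bcl2l1 (-1.61, adjusted p = 4.0e-05) and Bcl2l11 (-1.10, adjusted p = 5.6e-05) had negative ones. The normalized table split them the same way with the signs exchanged. Without scaling between arrays all 5 were above 0, and with normexp background correction Bcl2l10 fell below 0 (-0.31). Of Mtor and these 5 genes, only Bcl2l1 was called under that correction. Bcl2l2 has a second probe, which changed by 0.08 (adjusted p = 0.37).
At an unadjusted p under 0.01 and a fold change of at least 1.5, 55 genes of Table 3 passed, 14 with a positive and 41 with a negative log2 fold change by the scanner labels.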

**Table 3:** Fold changes in the differentially expressed genes.

Gene Symbol	Fold change	Description	Genbank Accession	PValues
Naip5	10.28	Neuronal apoptosis inhibitory protein Fragment [Source:UniProtKB/TrEMBL;Acc:Q8R4U8] [ENSRNOT00000061195]	XM_001070842	2.93E-03
Lcn2	6.84	Rattus norvegicus lipocalin 2 (Lcn2), mRNA [NM_130741]	NM_130741	1.89E-03
Bcl2l1	6.64	Rattus norvegicus Bcl2-like 1 (Bcl2l1), nuclear gene encoding mitochondrial protein, transcript variant 2, mRNA [NM_031535]	NM_031535	1.19E-05
Creb3l2	4.69	Rattus norvegicus cAMP responsive element binding protein 3-like 2 (Creb3l2), mRNA [NM_001012188]	NM_001012188	1.32E-02
Naip2	4.37	Rattus norvegicus mRNA for neuronal inhibitor of apoptosis (NAIP gene). [AJ271303]	AJ271303	1.82E-03
Zbtb16	4.36	Rattus norvegicus zinc finger and BTB domain containing 16 (Zbtb16), mRNA [NM_001013181]	NM_001013181	3.68E-03
Atf6	3.79	Rattus norvegicus activating transcription factor 6 (Atf6), mRNA [NM_001107196]	NM_001107196	2.90E-05
Bcl2l11	3.02	Rattus norvegicus BCL2-like 11 (apoptosis facilitator) (Bcl2l11), transcript variant 3, mRNA [NM_171988]	NM_171988	5.30E-04
Mmp28	2.95	Rattus norvegicus matrix metallopeptidase 28 (Mmp28), mRNA [NM_001079888]	NM_001079888	5.86E-04
Hspa9	2.94	Rattus norvegicus heat shock protein 9 (Hspa9), nuclear gene encoding mitochondrial protein, mRNA [NM_001100658]	NM_001100658	1.27E-03
Os9	2.73	Rattus norvegicus osteosarcoma amplified 9 (Os9), mRNA [NM_001007265]	NM_001007265	6.94E-05
Ddit4l	2.64	Rattus norvegicus DNA-damage-inducible transcript 4-like (Ddit4l), mRNA [NM_080399]	NM_080399	1.34E-02
Siva1	2.60	Rattus norvegicus SIVA1, apoptosis-inducing factor (Siva1), mRNA [NM_001100982]	NM_001100982	4.70E-04
Syvn1	2.54	Rattus norvegicus synovial apoptosis inhibitor 1, synoviolin (Syvn1), mRNA [NM_001100739]	NM_001100739	2.44E-04
RGD1306565	2.48	PREDICTED: Rattus norvegicus similar to apoptosis signal-regulating kinase 1 (RGD1306565), partial mRNA [XM_344798]	XM_344798	4.32E-03
Hspa1b	2.34	Rattus norvegicus heat shock 70kD protein 1B (mapped) (Hspa1b), mRNA [NM_212504]	NM_212504	1.75E-01
Gadd45g	2.31	Rattus norvegicus growth arrest and DNA-damage-inducible, gamma (Gadd45g), mRNA [NM_001077640]	NM_001077640	3.51E-03
Mmp7	2.19	Rattus norvegicus matrix metallopeptidase 7 (Mmp7), mRNA [NM_012864]	NM_012864	2.31E-02
Nyw1	2.19	Rattus norvegicus ischemia related factor NYW-1 (Nyw1), mRNA [NM_001134341]	NM_001134341	2.58E-02
Cflar	2.13	Rattus norvegicus CASP8 and FADD-like apoptosis regulator (Cflar), transcript variant 2, mRNA [NM_057138]	NM_057138	5.50E-03
Hspa1a	2.12	Rattus norvegicus heat shock 70kD protein 1A (Hspa1a), mRNA [NM_031971]	NM_031971	1.32E-01
Bik	2.07	Rattus norvegicus BCL2-interacting killer (apoptosis-inducing) (Bik), mRNA [NM_053704]	NM_053704	1.28E-03
Atg4b	2.01	Rattus norvegicus ATG4 autophagy related 4 homolog B (S. cerevisiae) (Atg4b), mRNA [NM_001025711]	NM_001025711	1.33E-03
Mmp19	1.99	Rattus norvegicus matrix metallopeptidase 19 (Mmp19), mRNA [NM_001107159]	NM_001107159	1.08E-01
Capn1	1.91	Rattus norvegicus calpain 1 (Capn1), mRNA [NM_019152]	NM_019152	6.70E-06
Psen1	1.88	Presenilin-1 (PS-1)(EC 3.4.23.-)(Protein S182) [Contains Presenilin-1 NTF subunit;Presenilin-1 CTF subunit;Presenilin-1 CTF12(PS1-CTF12)] [Source:UniProtKB/Swiss-Prot;Acc:P97887] [ENSRNOT00000012495]	FQ231303	4.61E-04
Aen	1.86	Rattus norvegicus apoptosis enhancing nuclease (Aen), mRNA [NM_001108487]	NM_001108487	2.95E-04
Dap	1.81	Rattus norvegicus death-associated protein (Dap), mRNA [NM_022526]	NM_022526	4.20E-02
Traf3	1.78	Rattus norvegicus Tnf receptor-associated factor 3 (Traf3), mRNA [NM_001108724]	NM_001108724	7.90E-05
Casp12	1.77	Rattus norvegicus caspase 12 (Casp12), mRNA [NM_130422]	NM_130422	8.58E-03
Wipi1	1.75	Rattus norvegicus WD repeat domain, phosphoinositide interacting 1 (Wipi1), mRNA [NM_001127297]	NM_001127297	2.55E-02
Bak1	1.74	Rattus norvegicus BCL2-antagonist/killer 1 (Bak1), mRNA [NM_053812]	NM_053812	3.00E-05
Arsa	1.70	Rattus norvegicus arylsulfatase A (Arsa), mRNA [NM_001034933]	NM_001034933	3.21E-04
Chac1	1.68	Rattus norvegicus ChaC, cation transport regulator homolog 1 (E. coli) (Chac1), mRNA [NM_001173437]	NM_001173437	1.34E-01
Gadd45b	1.68	Rattus norvegicus growth arrest and DNA-damage-inducible, beta (Gadd45b), mRNA [NM_001008321]	NM_001008321	5.32E-03
Atf4	1.67	Rattus norvegicus activating transcription factor 4 (tax-responsive enhancer element B67) (Atf4), mRNA [NM_024403]	NM_024403	5.78E-04
Atg7	1.67	Rattus norvegicus ATG7 autophagy related 7 homolog (S. cerevisiae) (Atg7), mRNA [NM_001012097]	NM_001012097	2.43E-04
Col4a3bp	1.66	Rattus norvegicus collagen, type IV, alpha 3 (Goodpasture antigen) binding protein (Col4a3bp), mRNA [NM_001108935]	NM_001108935	4.56E-03
Aifm2	1.65	Rattus norvegicus apoptosis-inducing factor, mitochondrion-associated 2 (Aifm2), nuclear gene encoding mitochondrial protein, mRNA [NM_001139483]	NM_001139483	7.20E-04
Casp9	1.59	Rattus norvegicus caspase 9, apoptosis-related cysteine peptidase (Casp9), mRNA [NM_031632]	NM_031632	7.05E-04
Casp2	1.59	Rattus norvegicus caspase 2 (Casp2), mRNA [NM_022522]	NM_022522	1.19E-03
Ddit3	1.59	Rattus norvegicus DNA-damage inducible transcript 3 (Ddit3), transcript variant 2, mRNA [NM_024134]	NM_024134	3.23E-04
Ciapin1	1.53	Rattus norvegicus cytokine induced apoptosis inhibitor 1 (Ciapin1), mRNA [NM_001007689]	NM_001007689	4.81E-03
Dap3	1.50	Rattus norvegicus death associated protein 3 (Dap3), nuclear gene encoding mitochondrial protein, mRNA [NM_001011950]	NM_001011950	1.59E-03
RGD1311605	1.49	Rattus norvegicus similar to apoptosis related protein APR-3; p18 protein (RGD1311605), mRNA [NM_001127526]	NM_001127526	5.54E-05
Bag4	1.48	Rattus norvegicus BCL2-associated athanogene 4 (Bag4), mRNA [NM_001025130]	NM_001025130	2.22E-04
Thap1	1.48	Rattus norvegicus THAP domain containing, apoptosis associated protein 1 (Thap1), mRNA [NM_001008340]	NM_001008340	1.29E-02
Atg10	1.47	Rattus norvegicus autophagy-related 10 (S. cerevisiae) (Atg10), mRNA [NM_001109505]	NM_001109505	1.12E-03
Traf7	1.46	Rattus norvegicus Tnf receptor-associated factor 7 (Traf7), mRNA [NM_001127548]	NM_001127548	1.17E-03
Lamp1	1.45	Rattus norvegicus lysosomal-associated membrane protein 1 (Lamp1), mRNA [NM_012857]	NM_012857	1.07E-04
Xiap	1.41	Rattus norvegicus X-linked inhibitor of apoptosis (Xiap), mRNA [NM_022231]	NM_022231	4.20E-03
Tsc2	1.41	Rattus norvegicus tuberous sclerosis 2 (Tsc2), mRNA [NM_012680]	NM_012680	1.16E-04
Casp8	1.40	Rattus norvegicus caspase 8 (Casp8), mRNA [NM_022277]	NM_022277	2.86E-03
Map1lc3b	1.35	Rattus norvegicus microtubule-associated protein 1 light chain 3 beta (Map1lc3b), mRNA [NM_022867]	NM_022867	2.41E-05
Ctsd	1.33	Rattus norvegicus cathepsin D (Ctsd), mRNA [NM_134334]	NM_134334	1.21E-02
Tsc1	1.27	Rattus norvegicus tuberous sclerosis 1 (Tsc1), mRNA [NM_021854]	NM_021854	1.48E-01
Hspb1	1.27	Rattus norvegicus heat shock protein 1 (Hspb1), mRNA [NM_031970]	NM_031970	1.03E-01
Atg5	1.20	Rattus norvegicus ATG5 autophagy related 5 homolog (S. cerevisiae) (Atg5), mRNA [NM_001014250]	NM_001014250	6.54E-02
Perp	1.20	Rattus norvegicus PERP, TP53 apoptosis effector (Perp), mRNA [NM_001106265]	NM_001106265	7.11E-03
Bad	1.16	Rattus norvegicus BCL2-associated agonist of cell death (Bad), mRNA [NM_022698]	NM_022698	5.37E-02
Bcl2	1.15	Rattus norvegicus B-cell CLL/lymphoma 2 (Bcl2), nuclear gene encoding mitochondrial protein, mRNA [NM_016993]	NM_016993	1.36E-01
Fam129a	1.11	Rattus norvegicus family with sequence similarity 129, member A (Fam129a), mRNA [NM_022242]	NM_022242	4.70E-01
Scamp5	1.07	Rattus norvegicus secretory carrier membrane protein 5 (Scamp5), mRNA [NM_031726]	NM_031726	5.13E-02
Atg12	1.06	Rattus norvegicus ATG12 autophagy related 12 homolog (S. cerevisiae) (Atg12), mRNA [NM_001038495]	NM_001038495	3.33E-01
Tm9sf1	1.05	Rattus norvegicus transmembrane 9 superfamily member 1 (Tm9sf1), mRNA [NM_001012155]	NM_001012155	1.41E-01
Irgm	1.02	Rattus norvegicus immunity-related GTPase family, M (Irgm), mRNA [NM_001012007]	NM_001012007	7.92E-01
Becn1	1.02	Rattus norvegicus beclin 1, autophagy related (Becn1), transcript variant 1, mRNA [NM_053739]	NM_053739	5.07E-01
Map1lc3a	0.93	Rattus norvegicus microtubule-associated protein 1 light chain 3 alpha (Map1lc3a), mRNA [NM_199500]	NM_199500	2.83E-01
Eif2ak2	0.89	Rattus norvegicus eukaryotic translation initiation factor 2-alpha kinase 2 (Eif2ak2), mRNA [NM_019335]	NM_019335	1.22E-01
Mmp9	0.86	Rattus norvegicus matrix metallopeptidase 9 (Mmp9), mRNA [NM_031055]	NM_031055	3.78E-01
RGD1359310	0.84	Rattus norvegicus similar to RIKEN cDNA 9430023L20 (RGD1359310), mRNA [NM_001007659]	NM_001007659	3.28E-02
Eif2b1	0.80	Rattus norvegicus eukaryotic translation initiation factor 2B, subunit 1 alpha (Eif2b1), mRNA [NM_172029]	NM_172029	4.65E-02
Triap1	0.80	Rattus norvegicus TP53 regulated inhibitor of apoptosis 1 (Triap1), mRNA [NM_001126099]	NM_001126099	2.47E-03
Aifm1	0.80	Rattus norvegicus apoptosis-inducing factor, mitochondrion-associated 1 (Aifm1), nuclear gene encoding mitochondrial protein, mRNA [NM_031356]	NM_031356	4.26E-04
Eif2ak1	0.79	Rattus norvegicus eukaryotic translation initiation factor 2 alpha kinase 1 (Eif2ak1), mRNA [NM_013223]	NM_013223	1.21E-02
Arsb	0.79	Rattus norvegicus arylsulfatase B (Arsb), mRNA [NM_033443]	NM_033443	6.28E-02
Eif4ebp2	0.75	Rattus norvegicus eukaryotic translation initiation factor 4E binding protein 2 (Eif4ebp2), mRNA [NM_001033069]	NM_001033069	2.34E-02
Herpud1	0.75	Rattus norvegicus homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1 (Herpud1), mRNA [NM_053523]	NM_053523	2.46E-02
Ccar1	0.68	Rattus norvegicus cell division cycle and apoptosis regulator 1 (Ccar1), mRNA [NM_001108535]	NM_001108535	1.31E-03
Nol3	0.63	Rattus norvegicus nucleolar protein 3 (apoptosis repressor with CARD domain) (Nol3), mRNA [NM_053516]	NM_053516	3.99E-03
Fas	0.59	Rattus norvegicus Fas (TNF receptor superfamily, member 6) (Fas), mRNA [NM_139194]	NM_139194	1.57E-04
Api5	0.57	Rattus norvegicus apoptosis inhibitor 5 (Api5), mRNA [NM_001127379]	NM_001127379	7.82E-04
Bcl2l2	0.57	Rattus norvegicus Bcl2-like 2 (Bcl2l2), mRNA [NM_021850]	NM_021850	4.53E-04
Aven	0.56	Rattus norvegicus apoptosis, caspase activation inhibitor (Aven), mRNA [NM_001107757]	NM_001107757	2.83E-04
Eif2ak4	0.54	eukaryotic translation initiation factor 2 alpha kinase 4 [Source:RefSeq peptide;Acc:NP_001099214] [ENSRNOT00000009222]	FQ228781	8.38E-05
Atp2a1	0.52	Rattus norvegicus ATPase, Ca++ transporting, cardiac muscle, fast twitch 1 (Atp2a1), mRNA [NM_058213]	NM_058213	3.81E-03
Eif2a	0.52	Rattus norvegicus eukaryotic translation initiation factor 2A (Eif2a), mRNA [NM_001109339]	NM_001109339	3.06E-04
Bid	0.51	Rattus norvegicus BH3 interacting domain death agonist (Bid), mRNA [NM_022684]	NM_022684	2.04E-03
Bcl2l10	0.49	Rattus norvegicus BCL2-like 10 (apoptosis facilitator) (Bcl2l10), mRNA [NM_053733]	NM_053733	3.13E-03
Mtor	0.44	Rattus norvegicus mechanistic target of rapamycin (serine/threonine kinase) (Mtor), mRNA [NM_019906]	NM_019906	6.92E-04
Bcl2l14	0.43	Rattus norvegicus Bcl2-like 14 (apoptosis facilitator) (Bcl2l14), mRNA [NM_001024338]	NM_001024338	2.24E-03
Eif2ak3	0.37	Rattus norvegicus eukaryotic translation initiation factor 2 alpha kinase 3 (Eif2ak3), mRNA [NM_031599]	NM_031599	9.00E-04
Bfar	0.27	Rattus norvegicus bifunctional apoptosis regulator (Bfar), mRNA [NM_001013125]	NM_001013125	8.95E-05

The 93 differentially expressed genes were analyzed by a Molecule Annotation System, MAS 3.0, GeneInfoViz and DAVID, and were classified into GO slim terms. Table 3 shows these differentially expressed genes in more detail. 

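Set against the folds of Table 3, the scanner files gave the opposite direction for 84 of the 91 genes matched to a probe. Of the 65 genes that the paper lists above 1, 61 had a negative log2 fold change by the scanner labels, and of the 26 listed below 1, 23 had a positive one. Across these genes, which are not independent replicates, Pearson's r between log2 of the paper's fold and the log2 fold change was -0.923 (Spearman's rho -0.907). With the deposited normalized table the direction was the same for 90 of 91 genes, all except Col4a3bp, with an r of 0.965 (Spearman's rho 0.961). For 78 genes its fold lay within 5% of the paper's.
Lcn2 had the most negative log2 fold change of the list by the scanner labels, and Eif2ak3 the most positive. Of 29 genes with more than 1 probe, 13 had a probe whose sign differed from that of the brightest probe.

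**Figure D4:**
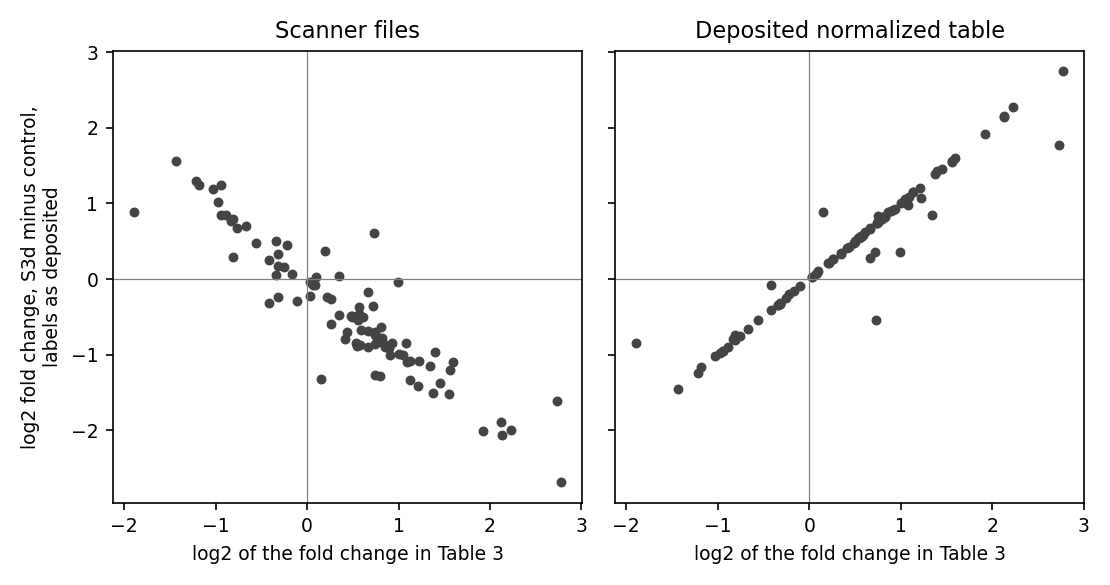
Log2 fold change of 91 genes, S3d minus control by the deposited labels, against log2 of the paper's fold change in Table 3, from the scanner files (left) and from the deposited normalized table (right). The points fall along a descending line on the left (r = -0.923) and a rising line on the right (r = 0.965).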

Heat map was conducted showed visualize differentially expressed genes between the control group and S3d the (Fig 4A) The distribution in three major gene ontologies: biological processes, cellular components, and molecular function were showed. Eighty-five differentially expressed genes were related to 267 chart records in biological processes, 41 genes were enriched in the regulation of apoptosis (GO:0042981, GO:0043067, GO:0010941), and half were related to the positive regulation of apoptosis (GO:0043065, GO:0043068, GO:0010942). Another 19 genes each for negative regulation (GO:0043066, GO:0043069, GO:0060548). Also, 15 genes were related to autophagy (GO:0006914), 23 to the cellular response to stress (GO:0033554), and 11 to the response to endoplasmic reticulum stress (GO:0034976) (Fig 5B). Sixty-eight differentially expressed genes were related to 39 chart records in cellular components, mainly enriched in the GO related to the cell membranes, such as the organelle membrane, organelle envelope, membrane-enclosed lumen, ER, cytoplasmic vesicle, autophagic vacuole and others (GO:0031090, GO:0031967, GO:0031974, GO:0005783, GO:0031410, and GO:0005776, respectively) (Fig 5A). There were also 22 chart records in molecular function, mainly enriched in the GO related to protein binding and calcium ion binding (Fig 5C). Some of the altered GO are listed in Table 4. In GO cluster analysis, the black squares represented gene-term associations not yet reported, suggesting a potential new gene-term for differentially expressed genes in the stress. In the analysis of the comparison of the network graph of proteins and GO (Fig 6A) and the gene pathway network graph (Fig 6B), AKT1, TSC1/2, Casp9, Fas, Bcl2s, Bcl2ls, Eif-2s, Mmp9, Zbtb16, and others were important. 

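On the array, Akt1 had a log2 fold change of -0.29 (arrays labelled S3d minus control, adjusted p = 0.017, limma) and lost its call without S3d replicate 2 (-0.26). Fas changed by 0.67 (standard error 0.06, adjusted p = 0.00015), with a second probe at 0.17 (adjusted p = 0.087). Bcl2 changed by 0.38 (adjusted p = 0.015), but its sign turned under quantile normalization (-0.18), and it lost its call under median centring (0.20), without control replicate 2 (0.33) and without S3d replicate 3 (0.35). Mmp9 changed by 0.44, which did not pass (adjusted p = 0.054). It was called without control replicate 3 and without S3d replicate 1, at 0.55 in both cases. In the deposited normalized table Akt1 was at 0.25, Fas at -0.76, Bcl2 at 0.21 and Mmp9 at -0.20, of which Bcl2 and Mmp9 were not called. None of the 4 was called with normexp background correction, and the signs of Akt1, Bcl2 and Mmp9 turned.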

The 2-D view module functional annotation clustering graphic presentations helped to understand the common biology among related genes in the anti-apoptosis related GO; enrichment score is 12.29. (Fig 7A), autophagy related GO; enrichment score is 5.44. (Fig 7B), ER stress related GO; enrichment score is 6.75 (Fig 7C) and autophagic vacuole related GO; enrichment score is 4.04 (Fig 7D) related GO. Also, the analysis pinpointed the key biological differences among related genes, providing links to detailed resources for drill-down analysis. To define the biological pathways related to Heat- and Shake- stress in rat jejunum, we used MAS 3.0 (http://bioinfo.capitalbio.com/mas3/) and a Molecule Annotation System (http://sas.ebioservice.com/uiframe.firstpage.do) and KEGG pathway analysis revealed that 14 genes were in the apoptosis pathway, nine were in the p53 signaling pathway, five were involved in the regulation of autophagy, nine in the MAPK signaling pathway, and three in the mTOR signaling pathway (Table 5).

**Fig 4:**
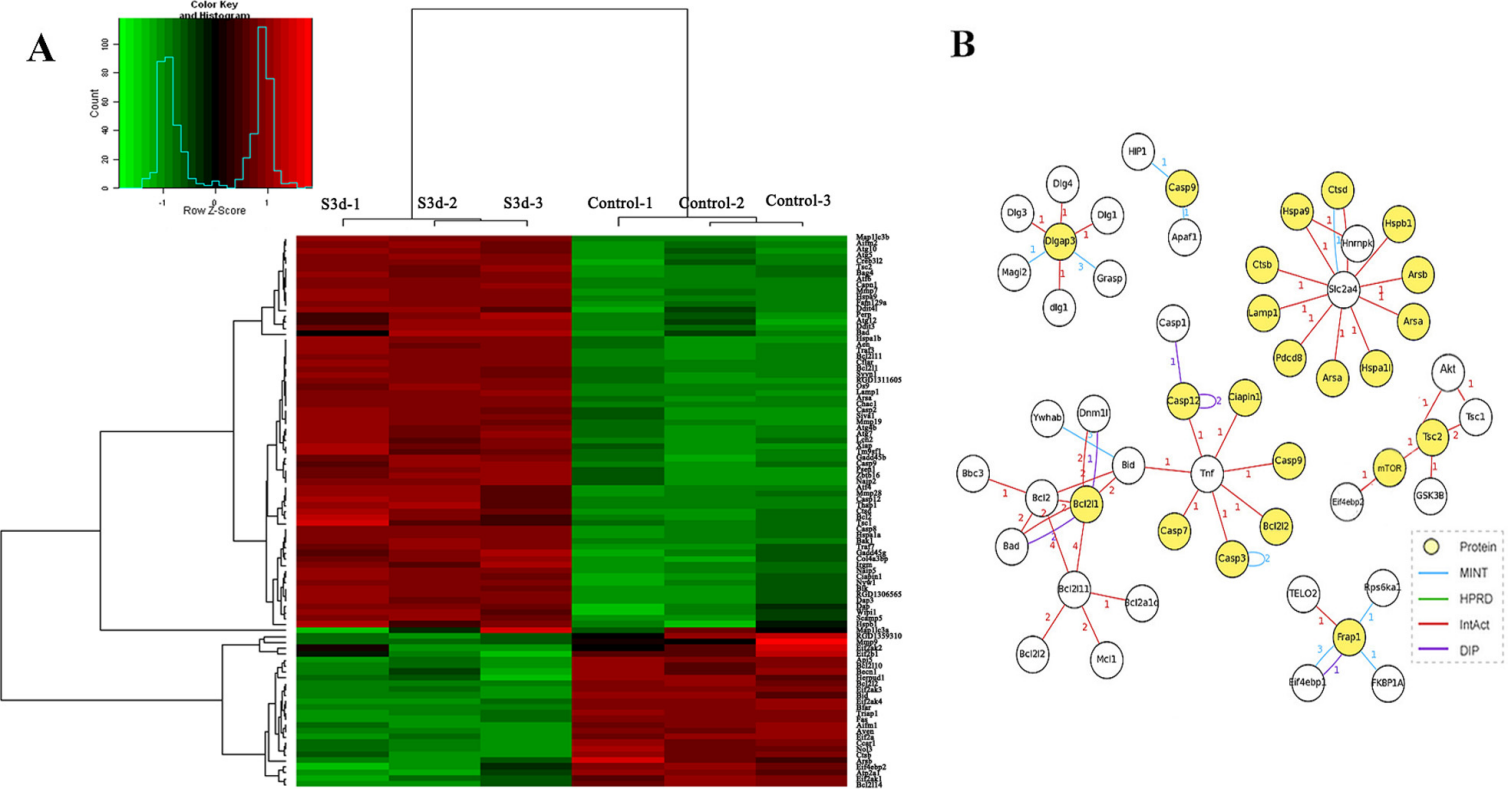
(A) The heat map shows differentially expressed genes in the control and 3-day stress groups. Three samples were included in each group and the gene expression profiles are shown in rows. Red and green in the heat map represent up-regulation and down-regulation relative to the control, respectively. (B) Gene interaction network map of ER stress-related molecules including mTOR, Tnf, Casp12, Bcl2ls, Slc2a4 and others using MAS 3.0 based on the database.

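The separation of the groups can be followed in the array values. Over 31137 probes with a value on every array, Pearson's r between arrays of one group was between 0.9931 and 0.9951 for those labelled control and between 0.9843 and 0.9942 for those labelled S3d. Between the groups it was between 0.9246 and 0.9392. The median SD between replicates was 0.11 on the log2 scale in both groups. For 80 of the 91 Table 3 genes matched to a probe, the 3 values of one group did not overlap the 3 values of the other. Chance gives 10% for genes chosen without regard to these samples, which does not apply here, since the paper chose its genes on the same samples.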

**Fig 5:**
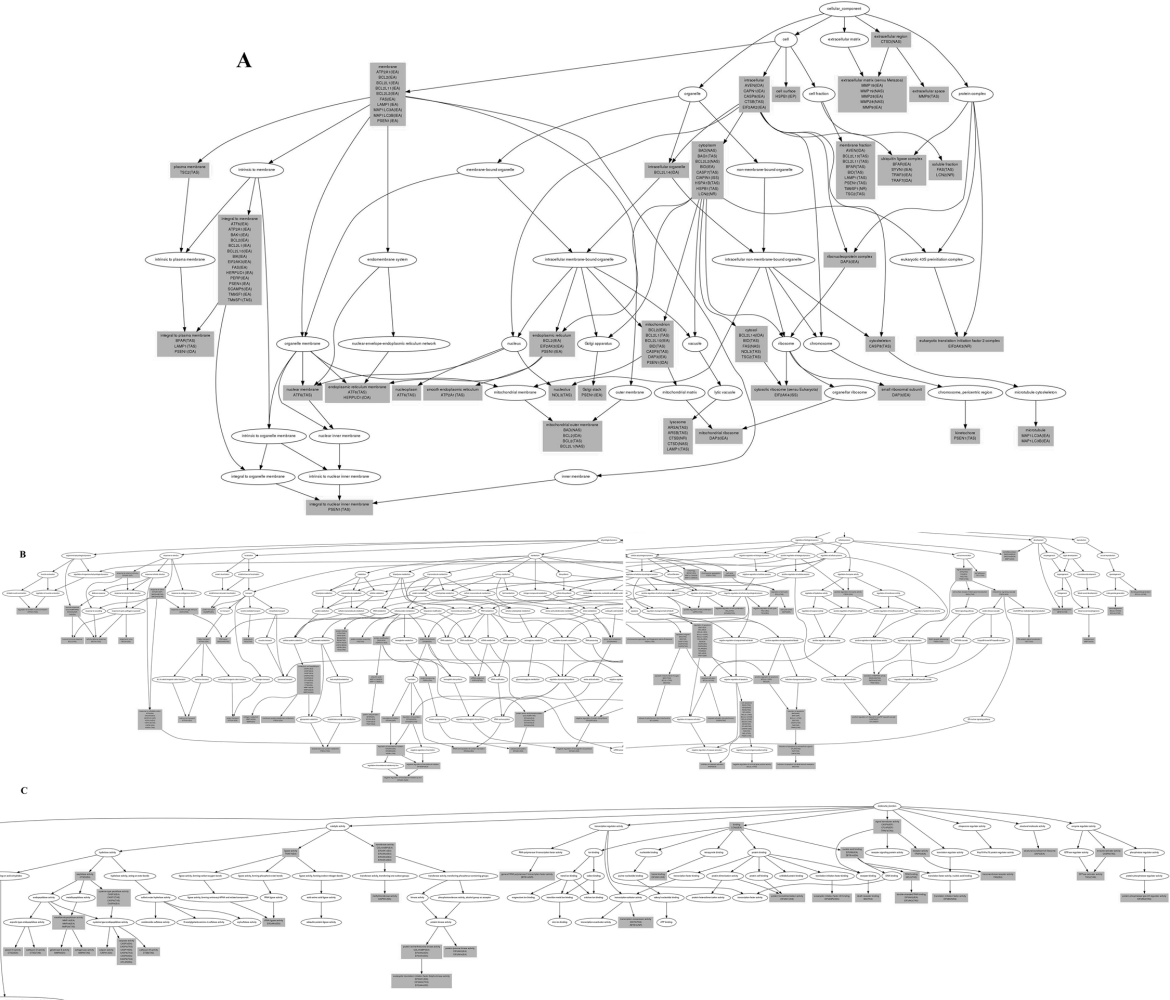
GO term enrichment graph, construction and dynamic visualization of the gene relation network. (A) Cellular Components; 68 differentially expressed genes were related to 39 chart records in cellular components, mainly enriched in the GO related to the cell membranes, such as the organelle membrane, organelle envelope, membrane-enclosed lumen, ER, cytoplasmic vesicle, and autophagic vacuole (B) Biological Processes; 15 genes were related to autophagy, 24 to the cellular response to stress, and 11 to the response to endoplasmic reticulum stress (C) Molecular Function. There were also 22 chart records in molecular function, mainly enriched in the GO related to protein binding and calcium ion binding.

**Fig 6:**
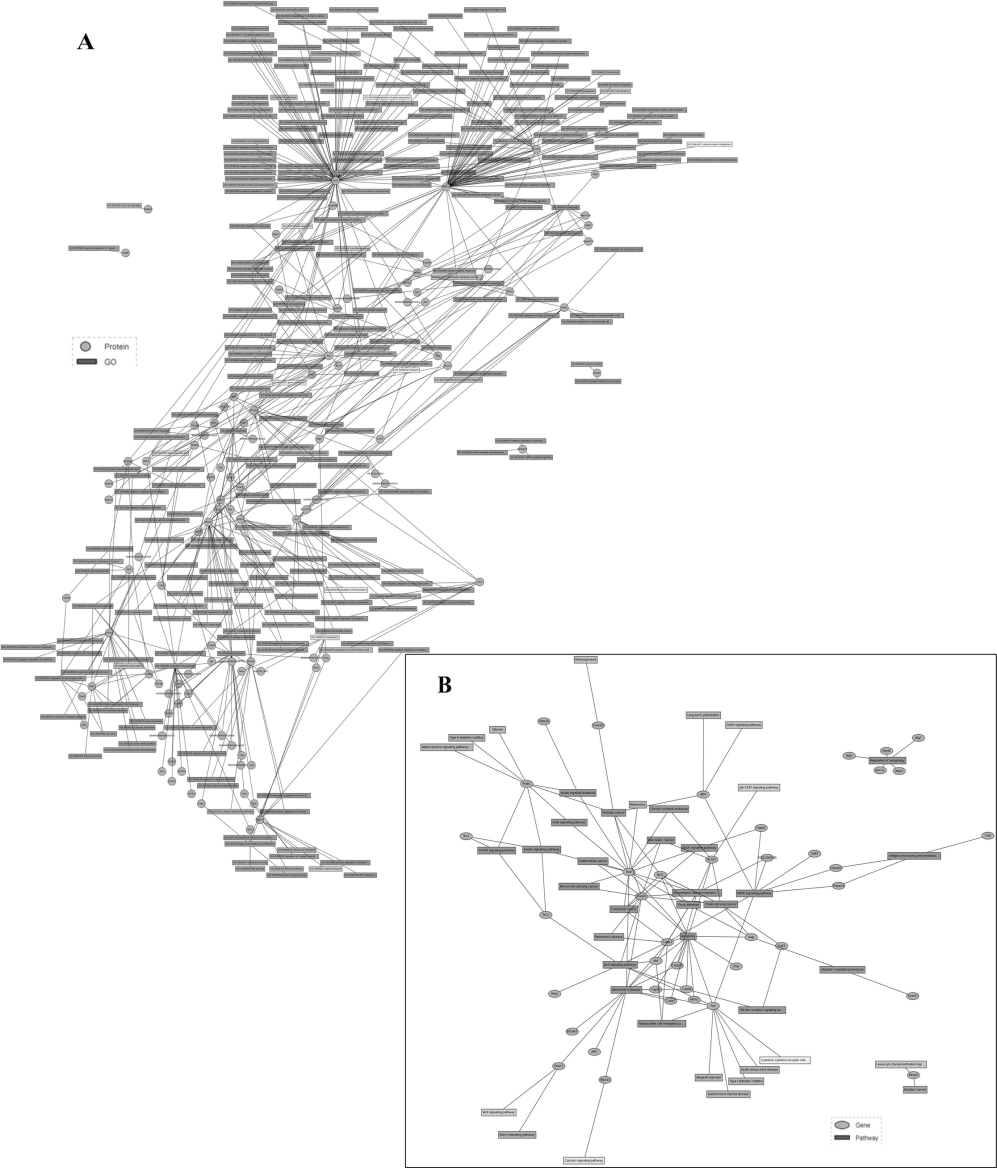
The network graph of proteins and GO, and the gene pathway network graph (A) GO protein network graph of the biological processes using MAS 3.0. (B) Gene pathway network graph of the biological processes based on KEGG using MAS 3.0.

**Fig 7:**
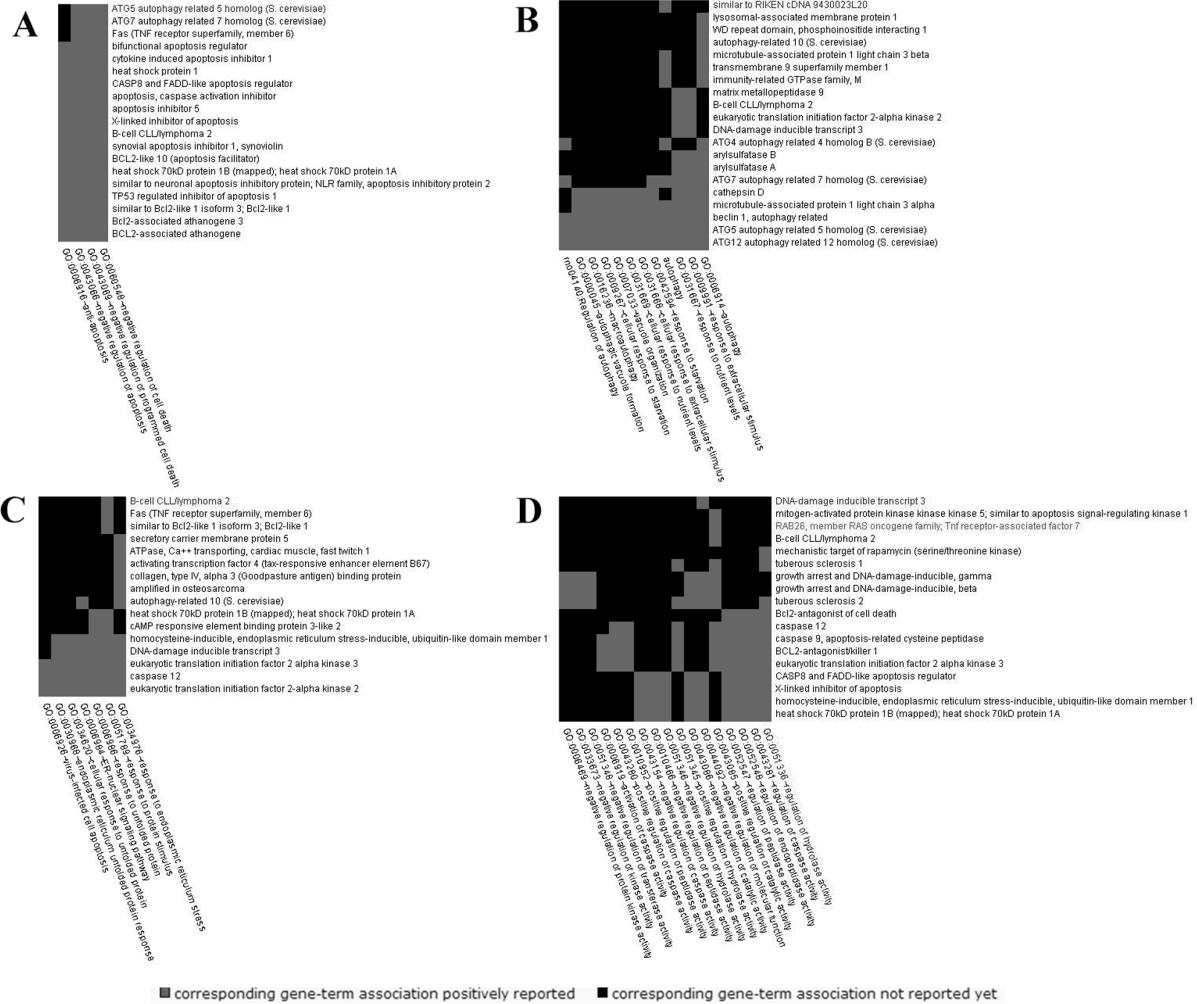
2D view of the functional annotation clustering using DAVID software (A) Cluster of anti-apoptosis-related GO (B) Cluster of autophagy-related GO; (C) Cluster of ER stress-related GO (D) Cluster of autophagic vacuole-related GO.

**Table 4:** GO analysis of the differentially expressed genes.

Category	Term	Count	%	PValue	Fold Enrichment
Biological processes	GO:0042981~regulation of apoptosis	41	48.31	1.33E-30	9.04
	GO:0043067~regulation of programmed cell death	41	48.31	2.27E-30	8.92
	GO:0010941~regulation of cell death	41	48.31	2.72E-30	8.88
	GO:0033554~cellular response to stress	23	26.97	1.21E-14	7.83
	GO:0043065~positive regulation of apoptosis	19	23.60	6.52E-14	9.05
	GO:0043068~positive regulation of programmed cell death	19	23.60	7.31E-14	9.00
	GO:0010942~positive regulation of cell death	19	23.60	8.66E-14	8.92
	GO:0043066~negative regulation of apoptosis	19	22.47	8.92E-13	8.54
	GO:0043069~negative regulation of programmed cell death	19	22.47	1.16E-12	8.42
	GO:0060548~negative regulation of cell death	19	22.47	1.22E-12	8.39
	GO:0009719~response to endogenous stimulus	17	19.10	1.67E-06	4.22
	GO:0006916~anti-apoptosis	16	17.98	5.34E-14	15.70
	GO:0006914~autophagy	15	16.85	1.76E-24	82.07
	GO:0006917~induction of apoptosis	12	13.48	8.22E-08	8.89
	GO:0012502~induction of programmed cell death	12	13.48	8.22E-08	8.89
	GO:0034976~response to endoplasmic reticulum stress	11	12.36	1.72E-14	46.02
	GO:0051789~response to protein stimulus	10	11.24	1.76E-08	14.97
	GO:0042127~regulation of cell proliferation	10	11.24	0.040708	2.14
	GO:0001666~response to hypoxia	6	7.87	0.002103	5.21
	GO:0006979~response to oxidative stress	5	6.74	0.008857	4.66
	GO:0007584~response to nutrient	6	6.74	0.014243	4.14
Cellular components	GO:0031090~organelle membrane	19	21.35	1.13E-05	3.20
	GO:0031967~organelle envelope	13	14.61	1.20E-04	3.77
	GO:0031975~envelope	13	14.61	1.29E-04	3.74
	GO:0031974~membrane-enclosed lumen	11	14.61	0.08433	1.64
	GO:0005773~vacuole	11	12.36	3.33E-07	8.85
	GO:0005783~endoplasmic reticulum	11	12.36	0.020355	2.26
	GO:0031410~cytoplasmic vesicle	10	11.24	0.010937	2.66
	GO:0031968~organelle outer membrane	9	10.11	1.36E-07	14.70
	GO:0019867~outer membrane	9	10.11	1.86E-07	14.12
	GO:0005792~microsome	7	7.87	0.005635	4.23
	GO:0005764~lysosome	6	6.74	0.003291	5.87
	GO:0005776~autophagic vacuole	5	5.62	9.36E-07	60.95
	GO:0044432~endoplasmic reticulum part	5	5.62	0.079853	3.02
	GO:0000421~autophagic vacuole membrane	4	4.49	4.53E-06	105.65
Molecular function	GO:0042802~identical protein binding	14	15.73	2.30E-06	5.00
	GO:0070011~peptidase activity, acting on L-amino acid peptides	13	14.61	4.29E-06	5.20
	GO:0004175~endopeptidase activity	12	13.48	1.10E-06	6.68
	GO:0005509~calcium ion binding	7	7.87	0.092853	2.19

**Table 5:** KEGG pathway analysis of the differentially expressed genes.

Category	Term	Count	%	PValue	Fold Enrichment
KEGG_PATHWAY	rno04210:Apoptosis	12	15.73	3.20E-14	20.46
	rno05200:Pathways in cancer	13	14.61	3.66E-06	5.09
	rno05010:Alzheimer's disease	12	13.48	2.18E-07	7.57
	rno04115:p53 signaling pathway	9	10.11	3.10E-08	16.94
	rno04010:MAPK signaling pathway	9	10.11	9.41E-04	4.20
	rno05014:Amyotrophic lateral sclerosis (ALS)	8	8.99	2.86E-07	16.84
	rno05215:Prostate cancer	6	6.74	6.40E-04	8.28
	rno04140:Regulation of autophagy	5	5.62	5.96E-05	22.18
	rno04142:Lysosome	5	5.62	0.012989	5.31
	rno04150:mTOR signaling pathway	3	3.37	0.064802	7.03

We predicted that the interaction of molecules related to ER stress, apoptosis, and autophagy detected in the current study would provide insight into the possible mechanisms of heat and shaking stress-induced cellular damage. The key molecules may include mTOR, Tnf, Casp12, Bcl2ls, Slc2a4 and others (Fig 4B). 

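Of the molecules named here that Table 3 does not list, Tnf was at -5.65 ± 0.11 (SD, n = 3) on the arrays labelled control, where 2 of 3 arrays were well above background, and at -4.40 ± 0.20 (n = 3) on the arrays labelled S3d. Its log2 fold change was 1.25 (adjusted p = 0.0002, limma), with the opposite sign in the deposited normalized table (-0.68, adjusted p = 0.0038). Normexp background correction gave -1.46, without a call. Slc2a4, which encodes a glucose transporter, changed by -0.19 (adjusted p = 0.044). That difference lost its call when any one array other than S3d replicate 1 was left out (from -0.19 to -0.15), and it was 0.05 and not called when all probes of the gene were averaged.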

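On the arrays labelled S3d, Eif2ak3, the ER stress kinase also called PERK, was at -1.08 ± 0.02 (SD, n = 3), against -2.65 ± 0.10 (n = 3) on the arrays labelled control, a log2 fold change of 1.56 (standard error 0.072, adjusted p = 1.9e-05, limma). Eif2a (0.85, adjusted p = 0.00017) and Eif2ak4 (0.85, adjusted p = 9.0e-05) changed in the same direction. Eif2b1 changed by 0.32 (adjusted p = 0.032). It lost its call without control replicate 2 (0.33), control replicate 3 (0.25), S3d replicate 2 (0.36) or S3d replicate 3 (0.25), and under median centring (0.15). Eif2ak1 (0.05, adjusted p = 0.53) and Eif2ak2 (0.07, adjusted p = 0.46) were not distinguishable between the groups, and both fell below 0 under median centring, without a call. Without control replicate 1, Eif2ak1 was at -0.00. Under quantile normalization Eif2ak1 was called (0.36). All 6 had negative values in the deposited normalized table, from -0.16 for Eif2ak2 to -1.46 for Eif2ak3.
Tsc2 changed by -0.49 (standard error 0.063, adjusted p = 0.00066), and by 0.49 in the normalized table. Tsc1 did not differ (0.04, standard error 0.133, adjusted p = 0.80), and its sign turned under quantile normalization (-0.31), where it was not called either. In the normalized table Tsc1 was at 0.33 and not called (adjusted p = 0.071). Only Eif2ak4 of these 8 genes was called with normexp background correction. Without scaling between arrays, Tsc2 was at 1.35. From lower mTOR and Eif2s beside higher TSC1 and TSC2, the paper reasons that the mTOR signaling pathway may respond to the stress and that ER stress may enhance autophagy through it.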

The mTOR signaling pathway may be a response to heat and shake stress, because mTOR and eukaryotic translation initiation factor-2s (Eif2s) decreased while TSC1 and TSC2 increased, which may be negatively regulated by ER stress, a potential mechanism of enhanced autophagy.

Casp12, Casp8, Casp9, Atf4, Lcn2, Dap, Zbtb16, Atf6, Herpud1, and mTOR were detected by real-time PCR to verify differentially expressed genes in the gene microarray analysis. 

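The array values of the genes chosen for RT-PCR were as follows, by the scanner labels. Lcn2, a secreted iron-carrier-binding protein, was at 0.45 ± 0.41 (SD, n = 3) on the arrays labelled control and -2.23 ± 0.20 (n = 3) on those labelled S3d, a log2 fold change of -2.69 (adjusted p = 0.00011, limma). Atf6 changed by -2.01 (adjusted p = 1.4e-05), Zbtb16 by -1.88 (adjusted p = 0.00026) and Dap by -0.90 (adjusted p = 0.0042). Casp8 changed by -0.49 (adjusted p = 0.00061). Casp9 changed by -0.17 (adjusted p = 0.042), and that call was lost whichever array was left out (from -0.19 to -0.14). The second probe of Casp9 changed by -0.38 (adjusted p = 0.0058), in the same direction. Herpud1 changed by -0.32 (adjusted p = 0.021) on its brightest probe and by 0.29 (adjusted p = 0.041) on its second probe. It lost its call without control replicate 1 (-0.29), control replicate 2 (-0.26) or S3d replicate 3 (-0.28), and its sign turned under quantile normalization (0.10, not called). In the deposited normalized table the values were 2.75 for Lcn2, 1.92 for Atf6, 2.15 for Zbtb16, 0.88 for Dap, 0.48 for Casp8, 0.28 for Casp9 and -0.08 for Herpud1. Without scaling between arrays, Casp8, Casp9, Dap and Herpud1 were above 0. With normexp background correction only Lcn2 of these 7 genes was called.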

The mRNA expression levels of mTOR and Herpud1 were significantly down-regulated and the other genes were up-regulated in the rat jejunum after stress (P < 0.05; Fig 1C). 

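The array's log2 fold changes were set against log2 of the paper's RT-PCR folds over the 10 genes, with 3 samples per group in each assay. By the scanner labels, 9 of the 10 genes had the opposite sign to RT-PCR, all except Herpud1. That exception rests on its brightest probe, since its second probe had the opposite sign to RT-PCR too (0.29, adjusted p = 0.041, limma). The number also depended on the processing, with 10 of 10 opposite under quantile normalization and with normexp background correction, and 5 of 10 without scaling between arrays. Without scaling every log2 fold change is raised by 1.85, so the 5 of 10 gives no information on direction. Across these genes, which are not independent replicates, Pearson's r was -0.928 (two-sided permutation test, p = 0.0001) and Spearman's rho -0.915 (p = 0.0006). Without Lcn2 and Mtor, the 2 genes farthest from the median RT-PCR value, r was -0.826. In the deposited normalized table all 10 genes had the sign of RT-PCR, although Herpud1 was not called there (-0.08, adjusted p = 0.45, limma). The r was 0.969 and the rho 0.988 (p = 1e-05 for both, the smallest that 100000 permutations can give). This one relation was recomputed under each alternative, and r was positive only for the normalized table. Alternatives that only shift each array by a constant, or change only the filter on dim probes or the test, cannot move r. For all 10 genes the RT-PCR values of the S3d and control samples in the paper's dataset did not overlap. On the log2 scale, the paper's RT-PCR fold was 2.36 for Lcn2 and 1.72 for Atf6, in both cases below the log2 fold change in the normalized table.

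**Figure D5:**
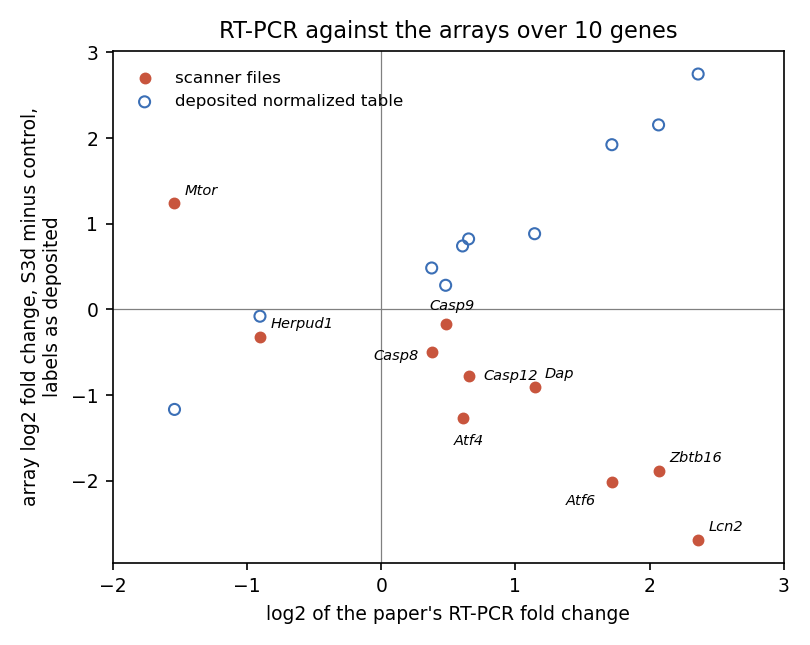
Array log2 fold change, S3d minus control by the deposited labels, against log2 of the paper's RT-PCR fold change for 10 genes, from the scanner files (filled, named) and from the deposited normalized table (open). The filled points fall as RT-PCR rises (r = -0.928) and the open points rise with it (r = 0.969).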

The changes in gene expression closely correlated with the corresponding microarray data, although the exact fold-change differed between the two assays.

### Heat- and Shake- Stress Triggered ER Stress, Apoptosis, and Autophagy at the Top of the Rat Jejunal Villi

ER stress may induce apoptosis or autophagy during the stress process. The results of the immunohistochemistry tests showed that at the top of jejunal villi, Casp3, Casp12, and LC3 significantly increased while mTOR decreased (Figs 1 and 3). The western blot tests used whole jejunal tissue and revealed the level of proteins including AKT and P-AKT decreased compared with the control group (P < 0.05; Fig 1B). These results indicated that rat jejunum in the stress suffered ER stress and autophagy, especially at the top of the villi, and that apoptosis may concentrate at the top of the villi, rather than throughout the jejunal tissue.

## Discussion

### Heat- and Shake- Stress Induced Significant Damage to the Rat Jejunum

Heat stress occurs frequently in the summer, and shaking increases body temperature during transport. Both have effects in animals and humans, potentially leading to irritable bowel syndrome. The model in this study was applied to rats that were treated as follows: shaking at 0.1 × g to simulate shaking stress, a 35°C ambient temperature on a constant temperature shaker, for 2 h/d for 1 or 3 days, according to the group. The observed significant decreases in body weight and increases in rectal temperature, and transcription of hsp27/70confirmed successful stress responses in the rats. Small intestine tissue (jejunum) obtained from rats on the first and third day of treatment was used for molecular biology experiments and gene microarray.

The effects of stress resulting from transport and handling during shipping have been shown to impair the intestinal barrier [36]. In heat stress, compensatory mechanisms are activated to protect vital organs and dissipate internal heat at the body surface, reducing blood flow to the GI tract [2], leading to significant mucosal injury in the small intestine [37]. The abnormal clinical behavior we saw in this study reflected the rats’ physiological stress. The state of the intestine in the S3d group at necropsy showed a redistribution of blood flow. The intestinal barrier protects the body from pathogens and cytotoxic chemicals and because the epithelial cells at the villus tip were shedding and the lamina propria was exposed in the stressed rats, the competence of the intestinal barrier disintegrated (Fig 2A), leading to intestinal barrier dysfunction. We investigated the potential underlying mechanism, and found that the microstructural changes in the epithelial cells revealed apoptosis, seen as nuclear envelopes invaginating in a serrated pattern, increased gaps in the karyolemma, significant ER swelling, and nuclear pyknosis. These results were verified by TUNEL staining (Fig 2C). Apoptosis at the tip of villus increased and extended to the basement membrane of the villus. These results indicated that heat and shake stress induced significant damage to the rat jejunum, and may lead to diarrhea, inflammation, infection by microorganisms, or other GI disorders.

### Heat and Shake Stress Triggers ER Stress and Induced Apoptosis and Autophagy of the Rat Jejunum

Because of blood redistribution, ischemia of the intestine leads to reduced blood glucose in the jejunum [9]. Energy may then become limited for protein folding in the ER and therefore activate UPR [38]. Accumulation of misfolded proteins under stress also causes ER stress [39]. Swelling of the ER was seen in transmission electron microscopy in our study, indicating ER stress in rat jejunal epithelial cells after stress (Fig 2B).

In this study, whole jejunum tissues were used as the material for the gene microarray. In order to elucidate the stress response mechanism in vivo, Figs 5 and 6 were drawn to show the relationship between differentially expressed genes and the relevant GO and pathways. These results showed that ER stress, autophagy, apoptosis and other cellular functions are trigged in rat small intestine. The membrane is the main component of the ER and autophagy. According to GO term enrichment graph (Fig 5A) and Table 4, we found that differentially expressed genes were enriched in both the ER(GO:0005783) and autophagic vacuoles (GO:0005776) by the stress. They were also enriched in protein binding and calcium ion binding, which is the main function of the ER. ER stress triggers autophagy in mild stress [19]. However, if the stress is prolonged, or the adaptive response fails, ER stress triggers and initiates apoptosis [21]. Overall, our results indicated that ER stress plays a key role in heat and shake stress.

KEGG pathway analysis revealed that apoptosis, the p53 signaling pathway, autophagy, the MAPK signaling pathway, and the mTOR signaling pathway were involved in the mechanism of rat intestinal damage induced by heat and shake stress.

Our previous studies have shown that growth-related molecule expression was involved in heat stress-induced damage in rat jejunum based on gene microarray [5]. Oxidative stress and MAPK pathways were involved as well [8, 40]. Recently, several studies provided new insights into the function of the MAPK pathway in the control of the balance of autophagy and apoptosis in response to genotoxic stress [23]. Research has also shown that autophagy was involved in oxidative stress or simultaneously existed in certain pathological processes [41]. Oxidative stress and increased generation of ROS have been reported to serve as important stimuli of autophagy during periods of nutrient deprivation, ischemia/reperfusion, and in response to cell stress [42, 43]. Oxidative stress and MAPK signaling pathways were shown to be involved in heat stress-induced injury in the rat jejunum.

Autophagy is a method of cell survival and it plays an important role during the stress response. In nutrient limitation, ER stress, starvation, or other pathological conditions, autophagy breaks down unnecessary macromolecules and provides the intermediate metabolites of catabolism and anabolism [44–46]. During autophagy, the body must synthesize proteins with limited resources inside the cell; autophagy aids this by recycling nutrients. Therefore, autophagy is a basic means of cell survival in stress. 

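Several autophagy genes are measured by more than 1 probe on the array, and their probes did not all move alike. By the scanner labels, the second probe of Atg4b changed by 0.26 (adjusted p = 0.025, limma), against the fall on its brightest probe. The second probes of Arsa (0.05, adjusted p = 0.56) and Atg10 (0.11, adjusted p = 0.56) showed no change. That of Map1lc3b changed by -0.27 (adjusted p = 0.019), in the direction of the first. That of Tm9sf1 rose by 1.01 (adjusted p = 0.00017), where the first showed no difference. Atg12 and Becn1 are also listed in Table 3. The second probe of Atg12 rose by 1.05 (adjusted p = 0.00011), against -0.08 on its brightest probe (adjusted p = 0.36). The second probe of Becn1 rose by 0.47 (adjusted p = 0.00069), against -0.22 on its brightest probe (adjusted p = 0.018).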

In this study, LC3 significantly increased at the villus tip in the jejunum (Figs 1B and 3A), and in gene microarray analysis, approximately 10 differentially expressed genes involved in autophagy, including Atg4b, Arsa, Atg7, Atg10, Lamp1, Map1lc3b, Ctsd, Atg5, and others, were up-regulated. These results showed that autophagy increased in heat and shake stress. ER stress negatively regulates the AKT/TSC/mTOR pathway to enhance autophagy [30]. AKT, a serine/threonine-specific protein kinase, plays a fundamental role in cell survival and apoptosis [47]. mTOR inhibition induces upstream receptor tyrosine kinase signaling and activates AKT in acute myelogenous leukemia (AML) cells [48]. Activation of the phosphoinositide-3-kinase/AKT/mTOR pathway causes an mTOR-dependent loss in insulin receptor substrate-1 expression leading to feedback down-regulation of the signaling that occurs through this pathway [49]. Rapamycin inhibits AKT/PKB signaling in cells by decreasing the levels of intact mTORC2 below those needed to maintain the phosphorylation of S473 of AKT/PKB [50]. In the gene microarray analysis in our study, the level of mTOR decreased, and TSC increased. 

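Across the individual arrays, Mtor was at -2.11, -2.17 and -2.11 on those labelled control and at -1.0, -0.85 and -0.82 on those labelled S3d (log2 signal relative to the 75th percentile). Tsc2 was at 0.01, -0.04 and 0.04 on the arrays labelled control and at -0.55, -0.48 and -0.45 on those labelled S3d. Both sets are separated without overlap. Tsc1 was at -3.79, -4.16 and -4.25 on the arrays labelled control, a wider spread than the gap to the arrays labelled S3d at -4.07, -3.95 and -4.06. Its sign turned without control replicate 2 (-0.01) and without control replicate 3 (-0.05), and it was called in neither case.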

Because P-AKT was decreased (Fig 1B), AKT/TSC/mTOR pathway may also be involved in autophagy induced by heat and shake stress.

Severe or prolonged ER stress induces activation of unique pathways that lead to cell death through apoptosis [51, 52]. Casp12, IRE1/PERK/JNK, and p53 signaling pathways have been directly implicated in ER stress-induced apoptosis [53–55]. 

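Casp12 was at -0.35, -0.47 and -0.65 on the arrays labelled control and at -1.28, -1.30 and -1.24 on those labelled S3d (log2 signal relative to the 75th percentile), without overlap between the groups. Of a list of 25 p53 target genes, 20 were tested. By the scanner labels 10 were higher and 10 lower on the arrays labelled S3d, with a median log2 fold change of -0.02 against 0.09 for all genes. The list was not called by limma's camera test with a preset inter-gene correlation of 0.01 (two-sided, adjusted p = 0.57 over 12 lists), nor with an estimated correlation (adjusted p = 0.67). The rotation test fry asks whether a list's genes shifted together in 1 direction from no change, rather than relative to other genes. It called the p53 list (adjusted p = 0.00081), as it called all 12 lists. By the labels of the normalized table the median was 0.08 (adjusted p = 0.89).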

The data showed that Casp12 was increased and that the p53 signaling pathway was activated in gene microarray analysis. Especially at the tip of jejunal villi in our study, Casp12 and Casp3 increased (Figs 1B and 3), which may indicate that ER stress-induced apoptosis occurred in response to the stress, suggesting that ER stress may induce autophagy through the AKT/TSC/mTOR pathway, with apoptosis simultaneously mediated by Casp12 or p53 signaling pathways.

In the analysis of the comparison of the network graph of proteins and GO (Fig 6A) and the gene pathway network graph (Fig 6B), AKT1, TSC1/2, Casp9, Fas, Bcl2s, Bcl2ls, Eif-2s, Mmp9, Zbtb16, and others were important. Results of RT-PCR were consistent with the gene microarray analysis and verified the data. In GO cluster analysis, the 2-D view module functional annotation clustering graphic presentations helped predict the possible functions of genes related to ER stress-induced apoptosis and autophagy, and provided new insight into gene function research.

In conclusion, the present study investigated the effects of heat and shake stress on the morphology, differential gene expression, and the level of related proteins in rat jejunum. Stress induced significant morphological damage to the small intestinal epithelium. Fifty-three differentially expressed genes related to apoptosis and autophagy were selected from the gene microarray data. 

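By the p-values and folds printed in Table 3, 48 of its 93 genes have a p under 0.01 and a fold change of at least 1.5 in either direction, 34 of them up and 14 down. The normalized table gave 49 such genes of the 91 matched to a probe, tested with limma. On the scanner files, the one-way analysis of variance of the methods, run per probe in place of limma at the main scaling, gave 51. It was not run under the other settings, where limma gave between 18 with normexp background correction and 76 without scaling between arrays.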

Related proteins such as LC3, Casp12, mTOR, Casp3, and others were also detected. The changes in gene expression provided the potential biological pathways that occur in response to stress. Based on the gene expression analysis, damage to the rat small intestine may be related to apoptosis induced by ER stress at the tip of the jejunal villus, and autophagy also induced by ER stress may be a potential cell survival mechanism in the heat and shake stress response during summer. The AKT/TSC/mTOR pathway may also be involved in this autophagy mechanism. In this study, the relationship between ER stress, apoptosis, and autophagy may provide new perspectives for stress research. Our results also provide a theoretical basis for the mechanisms underlying rat small intestine injury in stress stimulated by simultaneous heat and shake.

## Supporting Information

S1 Dataset Body weight, body temperature(°C) and the level of HSP27 and 70 in Control, S1d and S3d. (XLSX) Click here for additional data file.

S2 Dataset Quantification of western blot determination of P-AKT, AKT, cleaved Casp3 and LC3 in Control, S1d and S3d. (XLSX) Click here for additional data file.

S3 Dataset The RNA expression levels of Zbtb16, Dap, Herpud1, mTOR, Lcn2, Atf6, Casp9, Casp12, Casp8, and Atf4 in Control, S1d and S3d. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

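Gene expression was measured in the jejunum of rats of the S3d group and of the control group on 1-colour Agilent rat arrays, with 3 arrays per group. The sample labels give 3 rats pooled per sample and 10 rats per group, and the paper gives 6 rats per group. Each array was counted as 1 replicate. The other stress group of the paper, stressed on a single day, was not analysed here.

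The authors deposited the scanner output of every array from Agilent Feature Extraction 10.7.3.1. The intensity values used from it are the processed signal, which the program had already corrected for background but not normalized between arrays, and the median signal of each spot and of its local background. The authors also deposited 1 table of log2 values, whose 6 columns hold nearly the same sorted values. The largest gap between the sorted columns was 0.0025, so the values had been quantile-normalized on a log2 scale, without centring of each probe. The text of the paper gives no program for this step, and its statistics section names a general analysis of variance without saying how arrays were normalized. The columns of the table follow the scanner files of the other group, so the group labels of the 2 sources are exchanged against each other. No sample was reassigned. All log2 fold changes are the arrays labelled S3d minus the arrays labelled control, and the values of the normalized table are given by its own labels.

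The main values are the log2 processed signal minus its 75th percentile on the same array. Control spots and spots with an outlier flag were left out, and repeated spots of a probe were averaged. Probes well above background on all 3 arrays of at least 1 group were tested, which left out 9645 of 41012 probes. Of the tested probes, 739 met this in the control group alone and 3576 in the S3d group alone. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a block), with Benjamini-Hochberg adjustment. Probes were counted as changed at an adjusted p under 0.05 and a fold change of at least 1.5, and single genes were called at an adjusted p under 0.05. The study's own threshold, an unadjusted p under 0.01 and a fold change of at least 1.5, was also counted. Where a gene has several probes, the probe with the highest signal stands for it. The comparison was first tested on simulated data for 31137 probes, of which 200 were changed. It recovered 76% of these, all with the right sign, with 7 false calls, and the one-way analysis of variance of the methods recovered 54.5%. The simulation held no difference between slides and no shift that depends on signal, and far fewer changed probes than the 16452 of the data. It therefore does not test the signs or the false calls under those conditions.

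Probes were named through their RefSeq accession and the RefSeq table of the rat assembly GRCr8, and through the accessions of Table 3. Coordinates were not used. The genes named are those the paper names at the sentence concerned, Table 3 genes whose value or direction differs from the paper's, genes of the lists, and the 5 largest rises and 5 largest falls among named probes past the threshold, above background on all 6 arrays and without overlap between the groups.

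The following gene lists were tested with limma's camera at an inter-gene correlation of 0.01: ER chaperones and ERAD, PERK and ATF4 targets, HSF1 targets, autophagy, p53 targets, glucocorticoid-induced genes, circadian clock, villus enterocyte, proliferation, goblet and Paneth cell, smooth muscle and leukocyte markers. The adjusted p-values cover all 12 lists. Fry and camera with an estimated correlation were run beside it. Each list's median was also placed among 10000 random lists matched on signal. RT-PCR values were read from the paper's dataset, and their correlation with the arrays was tested with 100000 permutations (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15).

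The sample mapping, the main setting, the gene lists and the alternatives were fixed before the data were examined. The alternatives were quantile normalization, median centring, no scaling between arrays, normexp background correction with an offset of 50, both other filters on dim probes, outlier spots kept, the deposited normalized table, the replicate number as a block, an intensity trend, array weights, the one-way analysis of variance of the methods (run per probe), the mean over all probes of a gene, other thresholds, and each array left out in turn. The other probes of the genes whose fold differs from that of Table 3 were added as an alternative after the results were seen. Normexp was planned on the mean signal, and the median signal was used because the scanner files give no mean signal column. The slide as a block was not run, since no slide holds both groups. The number of arrays limits the precision. The ontology, network and pathway analyses of the paper were not recomputed.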

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

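The tests on single probes and on the spike-in RNA were chosen only after these results were seen.

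Among genes outside those the paper discusses, the largest rises by the scanner labels were those of Slc31a1 (log2 fold change 4.42), Slc27a2 (4.33), Ndufc2 (4.02), Cct6a (3.9) and Ugt2b15 (3.8). The largest falls were those of Zdhhc18 (-4.84), Scd (-4.21), H1f5 (-4.0), Sall3 (-3.98) and Foxe1 (-3.82). They were drawn from 6257 probes of 5454 genes, all past the threshold, well above background on all 6 arrays and without overlap between the groups. By the labels of the deposited normalized table, all 10 have the opposite sign. With normexp background correction, Ndufc2 (2.38) and Cct6a (0.73) were no longer called. Against a difference in single probes alone stands that 76.4% of the 559 genes with 2 changed probes had both probes moving the same way. Shuffled pairs gave a median of 50.6% and at most 57.1%. The correlation between the probes of a gene was modest (r = 0.326 over 2151 genes), so a single probe may still be off. Regrouping the arrays cannot by itself exclude chance, since the real grouping is 1 of only 10 possible splits. None of the 9 other splits gave a changed probe by limma at the adjusted threshold, and the most at the study's unadjusted threshold was 25. The real grouping gave 16452 and 15650. Each of the 9 other splits mixes the slides, so a difference between slides becomes spread within a group there and holds the counts down. The low counts are therefore no measure of chance. The groups did not overlap for 78.3% of the tested probes, where chance gives 10%. Pearson's r was at least 0.9843 within a group and at most 0.9392 between the groups. For the tested probes as a whole the share without overlap and the correlations argue against chance, but not against a difference between the slides. The slides and the groups cannot be told apart, as 0 slides hold both groups. A response to heat and shaking stays open beside a difference between the slides, untested, and its direction depends on which labels are right.

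The paper does not report the spike-in RNA, control RNA added during labelling, which differed between the slides. After scaling, the spike-in probes were lower on the arrays labelled S3d by a median log2 difference of -2.33 (from -2.71 to -1.90), in 8 of the 8 spike-ins above background on all 6 arrays. Before scaling the median difference was -0.49 (from -0.87 to -0.06), while the 75th percentile of the gene probes was higher by 1.85. A higher scanner gain or exposure for the slide labelled S3d would have raised the spike-ins as well, so the tables argue against it as the whole cause. The values are consistent with more labelled sample RNA relative to spike-in RNA on that slide, or with less spike-in RNA added. The median signal of the 153 negative control spots was also higher on the arrays labelled S3d, at 4.11 to 5.42 against 1.49 to 2.04. The spike-ins E1A_r60_3 and E1A_r60_a104, not above background on all 6 arrays, rose by 3.30 and 0.16 before scaling. The spike-ins above background do not bear on this rise of dim signals. Labelling, slide and group cannot be separated here, and no biological explanation was tested.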

How the results depend on the processing

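The values on other probes of a gene were added after the results were seen, and every other alternative was fixed beforehand. The number of changed probes, 16452 with the 75th percentile scaling, stayed within 1.5 times that count under quantile normalization (15245), median centring (16582), no filter on dim probes (18175), the filter to probes above background on all 6 arrays (13043), outlier spots kept (16384), the deposited normalized table (15110), an intensity trend (16564), array weights (16570), the one-way analysis of variance of the methods (15630) and an adjusted p under 0.01 (15259). Leaving out each array in turn gave 16044 to 16830 changed probes, 67 to 75 changed Table 3 genes and an r with RT-PCR between -0.935 and -0.919. A count does not show that the genes were the same ones. The share of changed probes that were higher, 55.7% in the main setting, was 47.9% with the filter to probes above background on all 6 arrays. It was 44.7% under median centring, 50.2% under quantile normalization and 57.4% with no filter on dim probes. With outlier spots kept, an intensity trend or array weights it was 55.8%, and with the analysis of variance 54.7%.

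The replicate numbers do not pair the samples, since the deviations of same-numbered arrays correlated at 0.02, 0.022 and -0.049. With the replicate number as a block, 16314 probes were changed, 9058 higher and 7256 lower.

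Without scaling between arrays, 28900 probes were changed, 28565 higher and 335 lower, and 28527 passed the study's threshold. The unscaled 75th percentiles differ by 1.85 on the log2 scale between the groups, which moves every log2 fold change by that amount. With normexp background correction, 1752 probes were changed, 543 higher and 1209 lower, and 3835 passed the study's threshold. The cause was not tested. A fold change of at least 2 left 9869 changed probes, 5822 higher and 4047 lower, which follows from the stricter threshold. Among the Table 3 genes, normexp left 8 changed, 18 adjusted over the list alone and 18 past the study's threshold. Without scaling, 86 were higher and 5 lower, and 64 were higher and 27 lower by the labels of the deposited normalized table. The r with RT-PCR was 0.969 in that table. Of the gene lists, 6 were called by camera, 12 by fry, 0 by camera with an estimated correlation, 1 under quantile normalization, 2 without scaling, 1 with normexp and 1 in the normalized table. With the estimated correlation, 0 of 12 lists had an adjusted p under 0.05 and the adjusted p ran from 0.176 to 0.831.

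Of the 84 genes compared by name, 69 were called, and the deposited normalized table reversed 77, since its group labels are exchanged against those of the scanner files. The log2 fold changes by its labels were Os9 (1.45), Casp12 (0.82), Atf4 (0.74), Col4a3bp (-0.54), Ddit3 (0.66), Atg10 (0.56), Atg4b (1.00), Wipi1 (0.82), Arsa (0.76), Atg7 (0.74) and Lamp1 (0.54). It also gave Map1lc3b (0.43), Ctsd (0.41), Atg5 (0.26), Tm9sf1 (0.07), Irgm (0.02), Bcl2l1 (1.78), Bcl2l2 (-0.81), Bcl2l10 (-1.02), Bcl2l11 (1.60), Bcl2l14 (-1.24) and Eif2a (-0.95). Further reversed values were those of Eif2ak1 (-0.34), Eif2ak2 (-0.16), Eif2ak3 (-1.46), Eif2ak4 (-0.90), Eif2b1 (-0.32), Mtor (-1.17), Akt1 (0.25), Tsc2 (0.49), Casp9 (0.28), Fas (-0.76) and Mmp9 (-0.20). With them stood Zbtb16 (2.15), Tnf (-0.68), Slc2a4 (0.17), Casp8 (0.48), Lcn2 (2.75), Dap (0.88), Atf6 (1.92), Hspb1 (0.34), Hspa1a (0.98), Hspa1b (1.07) and Actb (0.35). Also turned were Gapdh (0.27), Arntl (0.73), Npas2 (1.36), Dbp (-1.69), Nr1d1 (-0.99), Per3 (-3.66), Fkbp5 (2.56), Tsc22d3 (0.16), Sgk1 (1.15), Per1 (0.88) and Mmp19 (0.35). The last of these were Fam129a (0.89), Bfar (-0.85), Nr1d2 (1.57), Tef (-0.08), Clock (1.28), Nfil3 (1.03), Per2 (-0.40), Bhlhe40 (1.04), Cry2 (0.56), Ddit4 (-0.01) and Dusp1 (-1.14). Beyond these came Angptl4 (-0.81), Slc31a1 (-4.38), Slc27a2 (-4.26), Ndufc2 (-3.91), Cct6a (-3.55), Ugt2b15 (-3.75), Zdhhc18 (4.54), Scd (4.40), H1f5 (3.91), Sall3 (3.77) and Foxe1 (3.45). Of the gene lists, the medians in that table were ER chaperones and ERAD (0.19), HSF1 heat shock targets (0.09), PERK and ATF4 targets (0.40), autophagy core (0.38), circadian clock (0.64), glucocorticoid-induced genes (1.15), goblet and Paneth cell markers (0.73), leukocyte markers (0.27), p53 targets (0.08), proliferation (-0.39) and smooth muscle markers (0.03). The median of the villus enterocyte markers kept its sign there (-0.05), without a call.

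Without scaling, 44 of the 84 genes were reversed, and the shift of all log2 values by the same amount accounts for it. The unscaled log2 fold changes were Os9 (0.47), Casp12 (1.06), Atf4 (0.58), Ddit3 (1.16), Atg10 (1.3), Atg4b (0.85), Wipi1 (1.21), Arsa (1.08), Atg7 (1.11), Lamp1 (0.99) and Map1lc3b (1.14). Unscaled values above 0 were also those of Ctsd (1.06), Atg5 (1.58), Tm9sf1 (1.77), Irgm (1.80), Bcl2l1 (0.24), Bcl2l11 (0.75), Akt1 (1.55), Tsc2 (1.35), Casp9 (1.67), Slc2a4 (1.66) and Casp8 (1.35). In addition, the unscaled values turned for Dap (0.94), Herpud1 (1.53), Hspb1 (1.37), Hspa1a (1.00), Hspa1b (0.76), Actb (0.23), Gapdh (0.51), Arntl (1.01), Npas2 (0.35), Tsc22d3 (1.51) and Sgk1 (0.45). Last among the unscaled values were Per1 (1.04), Mmp19 (1.81), Fam129a (0.51), Map1lc3a (1.55), Aifm1 (1.61), Nr1d2 (0.51), Clock (0.96), Nfil3 (0.81), Bhlhe40 (0.80), Cry1 (1.77) and Cry2 (1.73). The medians of all 12 lists lay above 0 without scaling, from 0.51 for goblet and Paneth cell markers to 2.16 for proliferation. Camera compares the test statistics of a list with those of all genes, and its direction turned without scaling for autophagy core (1.33), p53 targets (1.83) and smooth muscle markers (1.67), whose medians lay below that of all tested probes. None of these was called there.

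With normexp, 18 of the 84 genes were reversed and another 47 lost their call, and the cause was not tested. The offset of 50 in that setting lies near the median processed signal of the arrays labelled control (51.4 to 54.2). On those labelled S3d that median was 207.0 to 222.3. The part of the offset was not separated from that of the background correction. The normexp values were Col4a3bp (-0.18), Scamp5 (-0.68), Tm9sf1 (0.00), Irgm (0.09), Bcl2l10 (-0.31), Akt1 (0.04), Tsc1 (-1.65), Bcl2 (-1.80) and Mmp9 (-0.95). Normexp also turned Tnf (-1.46), Herpud1 (0.21), Per3 (-0.30), Tsc22d3 (0.22), Map1lc3a (0.35), Aifm1 (0.38), Tef (-0.71), Cry1 (0.28) and Ddit4 (-0.44). The camera direction is relative to all genes, so some lists turned with medians still below 0 where the median of all probes was -0.69. Their normexp medians were ER chaperones and ERAD (-0.07), HSF1 heat shock targets (-0.18), PERK and ATF4 targets (-0.56), autophagy core (-0.33), leukocyte markers (-0.28), p53 targets (-0.20), smooth muscle markers (-0.06) and villus enterocyte markers (-0.22).

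Quantile normalization reversed Scamp5 (-0.11), Tsc1 (-0.31), Bcl2 (-0.18), Herpud1 (0.10), Map1lc3a (0.13), Aifm1 (0.31) and Cry1 (0.04) among the genes, and villus enterocyte markers (0.03) among the lists. Median centring reversed Scamp5 (-0.14), Eif2ak1 (-0.12), Eif2ak2 (-0.10), Tsc1 (-0.14) and Ddit4 (-0.07). The mean over all probes of a gene reversed Col4a3bp (-0.01), Tm9sf1 (0.47), Eif2ak2 (-0.11) and Slc2a4 (0.05). The cause was not tested for the first, the second shifts each array by its median, and the third brings in probes that moved the other way. On another probe of the same gene, Col4a3bp (-0.62) and Herpud1 (0.29) were reversed and called, and Bcl2l1 (-2.54 and -1.03), Bfar (1.95 and 1.80) and Mmp19 (-0.38) kept their direction, with Mmp19 not called. The cause was not tested.

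With each array left out in turn, the sign turned for Eif2ak1 (from -0.00 to 0.09), Irgm (from -0.11 to 0.01), Mmp19 (from -0.13 to 0.02), Tef (from -0.01 to 0.45) and Tsc1 (from -0.05 to 0.18), none of which was called in the full comparison. Tef turned without S3d replicate 1, Irgm without control replicate 3, Eif2ak1 without control replicate 1, Tsc1 without control replicate 2 or 3, and Mmp19 without control replicate 3 or S3d replicate 2. Hspa1a (-1.26) and Hspa1b (-1.61) were called only after control replicate 3 was left out, among these refits. Tests with an array fewer have fewer samples.

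Signal over background limits the dim genes. Tnf was well above background on 2 of 3 arrays labelled control. Kept outlier spots moved Per3 to 3.8 and Fam129a to -0.42, and both lost their call. The slide as a block was not run, because no slide holds both groups.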

Differences from the paper's values

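The values on other probes of a gene were chosen only after the results were seen, and the scale of the folds was turned only after the series of the paper's values was seen to follow the arrays in the opposite direction.

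The paper's text gives 67 up-regulated genes, and 27 of the 91 Table 3 genes matched to a probe were higher by the scanner labels. Of the alternatives set before the data were examined, the deposited normalized table (64) and no scaling between arrays (86) lay within 1.5 times the paper's count, and the others did not. The count without scaling carries no information on the direction of single genes, since every log2 fold change is raised by 1.85 there. The paper's text gives 31 down-regulated genes, and 64 were lower. Only the deposited normalized table (27) lay within 1.5 times that count. The paper's 2 counts add up to more than the 93 genes of its Table 3, in which 67 folds lie above 1 and 26 below.

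The paper's folds follow the scanner files only with the groups turned, so the folds here are given as control over S3d, with the fold by the scanner labels in the same sentence. A fold is listed when it and the paper's are more than 1.5 times apart and their difference on the log2 scale exceeds the SD between replicates, and a value within the paper's is one that does not meet both. For Bcl2l1 the paper gives 6.64, against 3.05 (0.328 as labelled), and no alternative set before the data were examined came within the paper's value. For Mmp19 the paper gives 1.99, against 1.03 (0.973 as labelled), and among these alternatives only normexp background correction (2.69) came within it. For Col4a3bp the paper gives 1.66, against 0.657 (1.52 as labelled), and again only normexp (1.13) came within it. For Fam129a the paper gives 1.11, against 2.5 (0.400 as labelled), with 1 of 3 S3d arrays left out for an outlier flag. Only keeping outlier spots (1.33) came within it. For Herpud1 the paper gives 0.75, against 1.25 (0.802 as labelled). Quantile normalization (0.934), normexp (0.862), the deposited normalized table (0.946) and the mean over all probes (1.01) came within it, and the others did not. For Bfar the paper gives 0.27, against 0.539 (1.86 as labelled), and only the mean over all probes (0.342) came within it. Other tested probes of these genes, a comparison chosen after the values were seen, gave folds within 1.5 times the paper's for Bcl2l1 (5.8), Col4a3bp (1.54), Herpud1 (0.82) and Bfar (0.259 and 0.287), each with the gene still called, so that it drops none of these genes. As labelled, these folds were 0.172, 1.22 and 0.651 for Bcl2l1, Herpud1 and Col4a3bp, and 3.86 and 3.48 for Bfar. The third probe of Bcl2l1 (2.05, 0.489 as labelled) and the second of Mmp19 (1.3, 0.769 as labelled) stayed outside, and no other probe was matched to Fam129a.

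By the scanner labels, 84 of 91 Table 3 genes went against the direction the paper gives, and 90 of 91 had that direction in the deposited normalized table. The exception in the table is Col4a3bp. The paper states that Os9, Casp12, Atf4, Ddit3 and Atg10 rose, and by the scanner labels they fell by 1.38, 0.78, 1.26, 0.68 and 0.55 on the log2 scale. It states the same of Scamp5, which was not called (0.03), and was called only without scaling between arrays (1.88). Of the 11 genes the paper names as increased in autophagy, all had negative log2 fold changes by the scanner labels, and Tm9sf1 and Irgm were not called. Tm9sf1 was called under median centring (-0.25), without scaling (1.77) and over all its probes (0.47), and Irgm without scaling (1.80).

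The paper states that Mtor and the Eif2 genes fell. Mtor rose by 1.24 and all 6 Eif2 genes had positive values by the scanner labels, with Eif2ak1 (0.05) and Eif2ak2 (0.07) not called. Eif2ak1 was called under quantile normalization (0.36), without scaling (1.90) and in the deposited normalized table (-0.34), and Eif2ak2 without scaling (1.92). Of the 5 Bcl2-like genes, a group that the paper's text lists among those that fell, its Table 3 has 3 below 1 and 2 above. By the scanner labels each went against Table 3, with 3 higher and 2 lower, and in the normalized table each had the direction of Table 3. The paper states that TSC1 and TSC2 rose. Tsc2 fell by 0.49, and Tsc1 (0.04) was called only without scaling (1.89). In the normalized table Tsc1 was at 0.33 with an adjusted p of 0.0712.

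The paper states that the arrays followed RT-PCR, and by the scanner labels 9 of 10 genes had the opposite sign (10 under quantile normalization and with normexp, and 5 without scaling). The count of 5 gives no information on direction, since every log2 fold change is raised by 1.85 there. In the normalized table all 10 had the sign of RT-PCR, with Herpud1 (-0.08) not called. The paper states that p53 signaling was activated, and camera did not call the p53 target list (adjusted p = 0.573), while fry called it (adjusted p = 0.000806). The paper's conclusion gives a smaller number of selected genes than the 93 of its Table 3.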

Other observations

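The tests of the label exchange, of the direction against RT-PCR, of the compression between slides and of the brightness of list members were chosen only after the results were seen.

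All 6 columns of the deposited normalized table followed the array of the other group with the same replicate number, with a rank correlation of at least 0.99999. After the mean of each probe was taken off, the correlation was at least 0.922 with that array and between -0.696 and -0.636 with the array of the column's own label. The values are in line with group labels exchanged between the scanner files and the table, but they do not show which of them is right. The RT-PCR values bear on that, since across 10 genes their correlation was -0.928 with the scanner files and 0.969 with the table. It was negative under every setting run on the scanner files, from -0.97 under quantile normalization to -0.919 without control replicate 3. Settings that only shift each array by a constant, or change only the filter on dim probes or the test, cannot move it. These settings are no further evidence. The signs alone depend on the processing. In the scanner files 9 of 10 genes had the opposite sign to RT-PCR, 10 of 10 under quantile normalization and with normexp, and 5 of 10 without scaling. In the table all 10 had the same sign, with Herpud1 (-0.08) not called. The 5 of 10 follows from the shift of every log2 fold change by 1.85 and gives no information on direction. A candidate explanation is that the scanner files carry the label of the other group. The RT-PCR values and the table could also share a labelling, so this remains a hypothesis. If it holds, the size of each difference stays and the sign of each turns.

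With the tested probes divided by signal into 4 equal parts, the median log2 fold change was 0.68 in the dimmest part and -0.27 in the brightest, a difference of 0.94. Under quantile normalization the difference was 0.19, which follows largely from the method, since it gives all arrays the same sorted values. The filter let in 3576 probes on the S3d group alone and 739 on the control group alone, which favours rises among dim probes. The dimmest part therefore cannot show a compression by itself. The median still fell from 0.16 and 0.02 in the middle parts to -0.27 in the brightest. A compression between the slides that depends on the signal may account for part of the split of changed probes into higher and lower. Brighter probes include the housekeeping genes Actb (-1.62) and Gapdh (-1.34), which were called with the opposite sign in the normalized table (0.35 and 0.27) and lay above 0 without scaling (0.23 and 0.51). The paper's RT-PCR values are relative to β-actin, whose mean threshold cycle in its dataset was 17.3 in control and 18.1 in S3d samples, a difference of 0.78 cycles (3 samples per group).

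Of the 12 gene lists, 6 were called by camera, all with medians below that of all genes by the scanner labels. Their medians and adjusted p-values were -1.24 and 0.0022 for glucocorticoid-induced genes, -0.85 and 0.01 for villus enterocyte markers, -1.34 and 0.0154 for goblet and Paneth cell markers, -0.52 and 0.0163 for autophagy genes, -0.64 and 0.0163 for HSF1 targets, and -0.47 and 0.0193 for ER chaperones and ERAD. The other 6 were not called, with PERK and ATF4 targets at -0.45 and 0.17, the circadian clock at -0.46 and 0.245, smooth muscle markers at -0.18 and 0.327, leukocyte markers at -0.35 and 0.371, p53 targets at -0.02 and 0.573 and proliferation at 0.32 and 0.573. Fry called all 12, and no list was called with an estimated correlation. For proliferation, normexp gave an adjusted p of 0.00131. Induction of these programs, or a different share of a cell type, cannot be told apart from the exchanged labels, the scaling and the slides.

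Set among random lists matched in bins of signal, the median of the glucocorticoid-induced genes lay at percentile 0 and that of autophagy genes at 0.9. The tables argue against brightness as the whole cause for these. The median of goblet and Paneth cell markers lay at 0.14. That list holds very bright genes such as Tff3 and Reg3b, and signal within the brightest bin was not matched. Brightness therefore stays open for it. For villus enterocyte markers (4.33), HSF1 targets (9.61) and ER chaperones (28.74), brightness may account for the shift. Under quantile normalization only the glucocorticoid list was still called, with an adjusted p of 0.00714 against a range of 0.251 to 0.828 for the other 5. Of the 19 genes of that list tested, 16 were lower and 3 higher by the scanner labels. Among the lower ones, Fkbp5 (-2.71), Sgk1 (-1.40) and Per1 (-0.80) were called, and Tsc22d3 (-0.34) was not. The higher ones were Dusp1 (1.21) and Angptl4 (0.82), both called, and Ddit4 (0.11), which was not called, fell below 0 under median centring (-0.07) and with normexp (-0.44), and was called without scaling (1.95) and with the analysis of variance of the methods. Without scaling, Sgk1 (0.45), Per1 (1.04) and Tsc22d3 (1.51) lay above 0. In the normalized table the list's median was 1.15 (adjusted p = 0.0081), so it was higher in the group that the table labels S3d. A glucocorticoid response to the stress, with the table's labels, is a hypothesis that stays open beside the slide, and Dusp1 and Angptl4 went against it.

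All 5 genes set as the test of clock phase passed the threshold, with Arntl (-0.83) and Npas2 (-1.49) opposite to Dbp (1.60), Nr1d1 (1.05) and Per3 (1.53). Per3 rests on 2 S3d arrays and lost its call when the outlier spot was kept (3.8). Of the 14 clock genes tested, 5 were higher and 9 lower, and the other 9 beside the set were compared only after their values were seen. Clock (-0.89) was lower with Arntl and Npas2, Nfil3 (-1.04) was opposite to Dbp, and Per2 (0.36) was higher with Per3. Against these, Nr1d2 (-1.33) was opposite to Nr1d1, and Per1 (-0.80) was opposite to Per2 and Per3. Bhlhe40 (-1.05) was lower, and Cry1 (-0.07), Cry2 (-0.12) and Tef (0.23) were not called. Per2 lost its call without control replicate 1 (0.36), control replicate 3, S3d replicate 1 or S3d replicate 2 (0.30 in each), under median centring (0.18), with normexp (0.60), with array weights (0.33), with no filter on dim probes and with the analysis of variance of the methods. Cry1 was called under median centring (-0.25) and had the other sign under quantile normalization (0.04) and with normexp (0.28). Cry2 was called under quantile normalization (-0.54) and in the normalized table (0.56). A different clock phase of the groups at sampling may account for the 5 genes set beforehand (5 of 5 as predicted), and the genes beside them went both ways and leave it open. Without scaling, Arntl (1.01), Npas2 (0.35), Clock (0.96), Nfil3 (0.81), Nr1d2 (0.51), Per1 (1.04), Bhlhe40 (0.80), Cry1 (1.77) and Cry2 (1.73) lay above 0 but below the median of all probes, and Tef (2.08), Cry1 and Cry2 gained a call. With normexp, Per3 (-0.30) and Tef (-0.71) had the other sign. A direct effect of the stress on these genes was not tested.

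The heat shock genes differed in size between the assays. With the groups turned, the array folds were 1.39 for Hspb1, 1.80 for Hspa1a and 2.12 for Hspa1b, and the paper's RT-PCR folds for S3d were 11.4 ± 0.915 (SD, n = 3) for Hsp27 and 55.3 ± 1.23 (SD, n = 3) for Hsp70. Hspa1a (adjusted p = 0.0699) and Hspa1b (adjusted p = 0.0655) were not called by limma. Hspa1a was called in the normalized table (0.98), under quantile normalization (-0.97), median centring (-1.02), normexp (-1.55), an intensity trend (-0.85) and array weights (-0.93), and without scaling (1.00). Hspa1b was called under median centring (-1.26), an intensity trend (-1.08) and array weights (-1.17), and not in the normalized table (1.07). Over the alternatives, the adjusted p ran from 0.00048 to 0.189 for Hspa1a and from 0.00036 to 0.172 for Hspa1b. The third control array, at -2.62 for Hspa1a and -0.29 for Hspa1b, lay near the arrays labelled S3d. Without it both were called (-1.26 and -1.61).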
